# Gene Expression Profiling and Network Analysis Reveals Lipid and Steroid Metabolism to Be the Most Favored by TNFα in HepG2 Cells

**DOI:** 10.1371/journal.pone.0009063

**Published:** 2010-02-04

**Authors:** Amit K. Pandey, Neha Munjal, Malabika Datta

## Abstract

**Background:**

The proinflammatory cytokine, TNFα, is a crucial mediator of the pathogenesis of several diseases, more so in cases involving the liver wherein it is critical in maintaining liver homeostasis since it is a major determiner of hepatocyte life and death. Gene expression profiling serves as an appropriate strategy to unravel the underlying signatures to envisage such varied responses and considering this, gene transcription profiling was examined in control and TNFα treated HepG2 cells.

**Methods and Findings:**

Microarray experiments between control and TNFα treated HepG2 cells indicated that TNFα could significantly alter the expression profiling of 140 genes; among those up-regulated, several GO (Gene Ontology) terms related to lipid and fat metabolism were significantly (p<0.01) overrepresented indicating a global preference of fat metabolism within the hepatocyte and those within the down-regulated dataset included genes involved in several aspects of the immune response like immunoglobulin receptor activity and IgE binding thereby indicating a compromise in the immune defense mechanism(s). Conserved transcription factor binding sites were identified in identically clustered genes within a common GO term and SREBP-1 and FOXJ2 depicted increased occupation of their respective binding elements in the presence of TNFα. The interacting network of “lipid metabolism, small molecule biochemistry” was derived to be significantly overrepresented that correlated well with the top canonical pathway of “biosynthesis of steroids”.

**Conclusions:**

TNFα alters the transcriptome profiling within HepG2 cells with an interesting catalog of genes being affected and those involved in lipid and steroid metabolism to be the most favored. This study represents a composite analysis of the effects of TNFα in HepG2 cells that encompasses the altered transcriptome profiling, the functional analysis of the up- and down- regulated genes and the identification of conserved transcription factor binding sites. These could possibly determine TNFα mediated alterations mainly the phenotypes of hepatic steatosis and fatty liver associated with several hepatic pathological states.

## Introduction

The multifunctional proinflamatory cytokine, TNFα (Tumor Necrosis Factor α) has effects on lipid metabolism, coagulation, insulin resistance, and endothelial function and therefore is important in cellular pathophysiology. It induces the activation of predominantly two signaling pathways within the cell – one involving the transcription factor NF-κB (Nuclear Factor-κB) that lies inactive in the cytosol and is activated on TNFα binding to its receptor on the membrane and the other involves the MAPK (Mitogen Activated Protein Kinase) pathway [1]–[3]. Both these pathways underlie the basic mechanism(s) of TNFα action in several pathological conditions. TNFα is widely implicated in various diseases. Although primarily known to be associated with inflammation, TNFα now occupies a central place in the crosstalk of many pathological states. It plays a major role in muscular abnormalities resulting in muscle wasting [4], idiopathic pulmonary fibrosis [5], rheumatoid arthritis [6], Crohn's disease [7] and psoriasis [8]. Several other diseases like cerebral malaria [9], asthma [10], [11] and cystic fibrosis [12] also have a strong correlation to TNFα levels. Chronic inflammation is also frequently associated with the metabolic syndrome and TNFα is one of the significant mediators between the two states [13]. The metabolic syndrome is a cluster of metabolic abnormalities leading to increased risk for cardiovascular diseases and diabetes type 2 and herein visceral obesity and the resulting insulin resistance are the major determinants in the development of this syndrome [14].

The liver is central to metabolic control and actively participates in storing and releasing glucose, nitrogen metabolites and lipids as and when required. It is also majorly involved in detoxification mechanisms and is, therefore, no doubt significant for proper functioning of the body and any liver injury is extremely detrimental in preserving normal hepatic homeostasis. Liver injury and death are the major hallmarks in all liver diseases [15] and it is during these conditions that the liver is exposed to increased levels of TNFα apart from other inflammatory cytokines. Serum and hepatic TNFα levels are increased in patients with HBV and HCV infection [16]–[18] and also in subjects with detectable liver failure and other liver injuries [19], [20]. In all these cases, TNFα along with other cytokines participate in initiating a wound healing response [15] or mediate hepatocyte damage [21], [22]. Paradoxically, although harmful to the injured hepatocyte, TNFα induces healthy hepatocytes to proliferate rather than die [23]. This especially occurs as a conditioned response against any hepatectomy or liver regeneration. Thus to maintain normal liver integrity and homeostasis by either hepatocyte death as observed during liver injury or by inducing hepatocyte proliferation during liver regeneration depends on whether TNFα-induced apoptosis or cell survival pathways, respectively are predominant. All these imply that TNFα is very critical in liver function and its increased levels exert several pleiotropic effects thereby emphasizing the need for a detailed understanding of hepatic TNFα action [15].

In view of these varied effects of TNFα, we sought to study the TNFα-induced alteration in gene expression patterns within the hepatocyte, the common pathways they fall in and to find a correlation among co-regulated genes. Our results demonstrate a significant number of hepatic genes to be statistically altered by TNFα and the most significant pathway and network to be targeted predominantly involved those of lipid metabolism, cholesterol and steroid biosynthesis. Interestingly, conserved transcription factors' binding sites were found in these sets of genes that could determine the correlation between the altered gene set and the hepatic processes favored by TNFα. Although earlier studies [24], [25] have shown some specific effects of TNFα on HepG2 cells, our results demonstrate a wholesome analysis of TNFα effect on HepG2 cells that correlates the altered transcriptome profile with identification of conserved transcription factor binding sites that could determine several hepatic pathological states.

## Methods

### Cell Culture and Treatment

Experiments were done in HepG2 (human hepatocellular carcinoma) cells obtained from the National Centre for Cell Science, Pune, India. HepG2 cells retain several functions of the normal human liver including synthesis of albumin, lipoprotein and several other liver specific functions. Among these functions notable are those related to cholesterol and triglyceride metabolism. In several hepatic physiological states, inflammation within the liver is a significant accompanying phenomenon along with the accumulation of lipid vesicles. Dysregulation of liver metabolism and hepatic inflammation run in parallel in several liver diseases and thereby inflammation within the liver predisposes it to the onset of a number of hepatic pathologies. HepG2 cells are recognized as an *in vitro* human model system and are identified as a possible bioartificial liver [26] thereby corroborating their use as a resource to study several hepatic functions and for metabolic studies [27]. They were maintained in DMEM supplemented with 10% fetal calf serum with 1% antibiotic-antimycotic (100 units/ml penicillin, 0.1 mg/ml streptomycin and 0.25 µg/ml amphoterecin B) at 37°C in a humified atmosphere of 5% CO_2_. On attaining confluence, cells were serum starved overnight and incubated in the absence (control) and presence of TNFα (Sigma Chemical Co., St. Louis, USA; 0.5 nM, 12 h). The dose and time were chosen becausein HepG2 cells, we had observed optimum inhibition of insulin-stimulated Akt activation that plateaued thereafter at further dose and time points. The total levels of the Akt protein, however, remained constant (Figure S1).

### RNA Isolation

On termination of incubation, total RNA was isolated from cells using Trizol (Invitrogen) according to the manufacturer's instructions and subjected to a cleanup using RNeasy protect Mini Kit (Qiagen, Germany). RNA was quantified in a NANODROP spectrophotometer (ND 1000) and the ratios of OD260/280 nm were between 1.8–2.0. The integrity of RNA samples was determined in the Bioanalyser 2100 System (Agilent Technologies, Palo Alto, CA) and all samples had RIN (RNA integrity number) values between 8.0–8.5.

### Microarray and Data Analysis

Microarray experiments were performed in triplicate (three control and three TNFα- treated) at The Centre for Genomic Applications (TCGA), New Delhi, India according to the manufacturer's instructions (Affymetrix, Santa Clara, USA). Briefly, RNA (control and TNFα treated) was reverse transcribed to cDNA that was subjected to in vitro transcription to produce biotinylated cRNA that was hybridized to the human array chip (Human Genome U133 Plus 2.0, Affymetrix). Images were scanned using the GeneChip 3000 7G scanner (Affymetrix). Signal intensities and absolute call dataset were generated with Affymetrix Gene Chip Operating Software (GCOS) using the MAS5.0 algorithm. This resulted in normalized values of each chip to a target intensity of 500 as detailed in the Affymetrix statistical algorithm. The efficiency of the labeling reaction and hybridization performance was assessed by the optimal 3′/5′ hybridization ratios for the housekeeping genes, poly-A-spike in controls and the prokaryotic controls. Detection calls identified transcripts to be either reliably detected (Present) or below the background levels (Absent) if the detection p-value was above or below 0.05 respectively. Genes with present calls in at least 2 out of the three replicates were included in the analysis that was done with Microsoft Excel 2007 using the steps as described in http://jura.wi.mit.edu/bio/education/bioinfo2007/arrays/. The data were normalized such that the average expression of the present genes in all the samples was identical, log transformed and statistical analysis was done with student's *t-*test. Genes were filtered on the basis of call, fold change and p value. All genes with a signal log ratio >±0.5 (1.41 fold) and p value <0.05 were chosen to be statistically altered by TNFα. The 1.41-fold criterion as a minimum cutoff for change is chosen based on the literature reported earlier in HepG2 cells [28]. The study was in accordance to the MIAMI guidelines and the microarray data have been submitted to the Gene Expression Omnibus (GEO) database [29]. Accession number for the data is GSE12161.

### Real Time PCR

Real Time quantitative PCR was done for validation of gene expression microarray data. Total RNA (Control and TNFα-treated) was isolated as described above and 2 µg RNA from each set was reverse transcribed using MMuLV reverse transcriptase and random hexamers. 2 µl of this was amplified in a final volume of 25 µl using the SYBR Green Real Time PCR Master Mix (Applied Biosystems) and gene specific primers. After an initial activation at 50°C for 2 min and a preincubation step at 95°C for 10 min, reaction mixtures were subjected to 40 cycles of denaturation at 95°C for 15 sec, annealing at 56°C for 30 sec and extension at 72°C for 35 sec (ABI 7500). This was followed by a dissociation curve analysis at 95°C for 15 sec, 60°C for 20 sec and 95°C for 15 sec. Data analysis was done as described by Pfaffl, 2001 [30] and 18S rRNA was taken as the internal control. No RT control (without the reverse transcriptase) and a no template control (without the RNA template) were taken as the negative controls for the experiments. All experiments were done in triplicate.

### Gene Ontology (GO) Classification and Cluster Analysis

Genes that were found to be significantly altered by TNFα were classified into categories of biological processes and molecular functions using Gene Ontology Tree Machine (GOTM, [31]) and DAVID [32]. Genes over-represented in our dataset in the context of the reference set (Human Genome U133 Plus 2.0 chip, Affymetrix) were determined with the GO Tool Box [33] using Bonferroni correction. Genes were then clustered on the basis of their normalized expression intensities using the *Avadis* software (version 3.1, Stratagene).

### Promoter and Pathway Analysis

To identify the likely identical regulatory controls among the altered genes, genes common to a single cluster and Gene Ontology term were taken for promoter analysis. 5.0 kb upstream regions from the transcription start sites of such genes were retrieved using Ensembl [34] and the transcription factor(s) binding within this region was determined using Over-represented Transcription Factor Binding Site Prediction (OTFBS, Release 6.0.) tool [35] that detects over-represented motifs of known transcription factors within groups of related sequences. This was done considering the fact that genes with similar function as well as expression profiles are more likely to be under the same regulatory control than genes within either of the categories [36]. Also to categorically determine which specific pathways the altered genes map to and to determine the interacting network among them, if any, the dataset containing the gene identifiers alongwith the corresponding fold changes were uploaded into the Ingenuity Pathways Analysis program. Each identifier was mapped to its corresponding gene object in the Ingenuity knowledge base. A 1.41 fold change (log ratio ±0.5) was set to identify genes whose expression was significantly differentially regulated. These genes, called focus genes, were overlaid onto a global molecular network developed from information contained in the Ingenuity knowledge base. Networks of these focus genes were then algorithmically generated based on their connectivity. A graphical representation of the molecular relationships between these genes is shown where genes or gene products are represented as nodes, and the biological relationship between two nodes is represented as an edge (line). All edges are supported by at least 1 reference from the literature, from a textbook, or from canonical information stored in the Ingenuity knowledge base. Human, mouse, and rat orthologs of a gene are stored as separate objects in the Ingenuity knowledge base, but are represented as a single node in the network. The intensity of the node color indicates the degree of up- (red) or down- (green) regulation. Canonical Pathways Analysis identified the pathways from the Ingenuity Pathways Analysis library of canonical pathways that were most significant to the dataset. Genes from the dataset with a 1.41 fold change (log_2_ ratio ±0.5) were associated with a canonical pathway in the Ingenuity knowledge base and considered for the analysis. The significance of the association between the dataset and the canonical pathway was measured in 2 ways: 1) A ratio of the number of genes from the dataset that met the expression value cutoff that map to the pathway divided by the total number of molecules that exist in the canonical pathway is displayed. 2) Fischer's exact test was used to calculate a p-value determining the probability that the association between the genes in the dataset and the canonical pathway is explained by chance alone.

### Electrophoretic Mobility Shift Assay (EMSA)

The electrophoretic mobility shift assay analysis was done essentially as described by Shiraga et al. [37]. Briefly nuclear extracts were prepared from control and TNFα-treated (0.5 nM, 12 h) HepG2 cells by lysing the cell pellets in a buffer containing 10 mM HEPES (pH 7.4), 1.5 mM MgCl_2_, 10 mM KCl, 1 mM DTT, 0.1 mM EDTA, 0.1 mM EGTA, 0.25% Nonidet P-40 and protease inhibitor cocktail (final concentration 1X, Sigma, St. Louis, MO, USA) and incubating in ice for 15 min. These were then centrifuged at 10,000 g for 15 min at 4°C. The pellets obtained were resuspended in nuclear lysis buffer (20 mM HEPES (pH 7.4), 1.5 mM MgCl_2_, 40 mM NaCl, 1 mM DTT, 0.1 mM EDTA, 0.1 mM EGTA, 25% glycerol and protease inhibitor cocktail (final concentration 1X, Sigma, St. Louis, MO, USA)) and incubated on ice for 30 min with intermittent shaking. The supernatant obtained after centrifugation of the nuclear lysates at 17,000 g for 15 min at 4°C were taken as the nuclear fraction and used for the binding studies.

Double stranded DNA was generated by mixing equimolar amounts of the complementary oligonucleotides in annealing buffer (Ambion, CA, USA). Mutated sequences of the transcription factors were also used to check the specificity of the binding of the transcription factors. These annealed double stranded DNA were labeled with [γ^32^-P]-ATP (BRIT, Hyderabad, India) in the presence of T4-polynucleotidekinase (New England Biolabs, MA, USA) according manufacturer's instructions. Nuclear extracts (15 µg) from the control and TNFα-treated cells were incubated for 30 min at room temperature in the presence of reaction buffer containing 8 mM Tris-KCl (pH 8.0), 2 mM EDTA, 1 mM DTT, 12% glycerol, 1 µg BSA and 1 µg of poly(dI-dC). Either the wild type or mutated labeled double stranded oligonucleotide (40,000 cpm) was then added to the reaction mixture and incubated for 45 min at room temperature. On termination of incubation, samples were loaded onto a non-reducing 5% polyacrylamide gel and electrophoresed in 0.5XTBE. Gels were then dried and subjected to phosphorimager analyses (FLA 2000, Fujifilm, Japan). The densitometric analyses were done using the Alpha DigiDoc 1201 software (Alpha Innotech Corporation, CA, USA). The same size rectangle box was drawn surrounding each band and the intensity of each was analyzed by the program after subtraction of the background intensity.

### Cholesterol Synthesis

On attaining confluence, HepG2 cells were incubated in the absence or presence of TNFα (0.5 nM, 12 h). Additionally to determine which specific step of the steroid biosynthetic pathway is the most significant contributor for TNFα action herein, gene specific siRNAs were used to categorically knock down specific genes. HepG2 cells were transfected with 50 nM of either control or specific siRNAs (Santa Cruz, CA, USA) according to the manufacturer's instructions. After allowing the cells to grow in fresh DMEM for 48 h, they were incubated with TNFα (0.5 nM, 12 h) and on termination of incubation, cells were lysed and lipids were extracted by addition of 1.0 ml of chloroform: methanol (2∶1). These lipid extracts were vacuum dried and the residues were dissolved in 2-propanol containing 10% Triton-X-100. Cholesterol was estimated in an analyser (COBAS INTEGRA 400 plus, Roche, Germany) according to the manufacturer's instructions. Results are expressed after normalization to the total protein content (DC Protein Assay Kit, BIORAD, CA).

### Data Analysis

Microarray data from three replicate experiments generated by GCOS were exported to Microsoft Excel 2007 for further analysis and is described above. A value of p<0.05 was taken to be statistically significant. Only those genes with present calls in at least 2 out of 3 replicates were analyzed and a cutoff value for differential gene expression was defined as transcripts that showed a>1.41 fold change and a t-test p value of <0.05. RT-PCR was done in triplicates and data presented are means± S.E.M of three independent experiments. Statistical significance between the control and treated groups was determined using Student's t-test where p≤0.05 was considered as statistically significant.

## Results

### TNFα Induced Alteration in Gene Expression in HepG2 Cells

To identify genes altered by TNFα in HepG2 cells, mRNA expression in these cells incubated in the absence and presence of TNFα (0.5 nM, 12 h) was analysed using whole genome oligonucleotide expression arrays (Human Genome U133 Plus 2.0, Affymetrix). 

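HepG2 is a line of human hepatocellular carcinoma cells that keeps many secretory and metabolic functions of hepatocytes. The series held 6 arrays, with RNA of control cells on 3 and RNA of cells incubated with TNFα on 3, at 0.5 nM for 12 h. The authors derived 1 MAS5.0 signal per probe set and array in GCOS, and the deposited signals are on a linear scale. The trimmed mean signal was 500.1 on each of the 4 arrays of replicates 1 and 2, but was 109 on control replicate 3 and 119 on TNFα replicate 3. For the values below, each array was multiplied so that the mean signal of the kept probe sets was equal, as in the methods, and log2 was then taken. Present calls were not used here, and 17834 of 54613 probe sets with a mean deposited signal of at least 200 were kept in their place. Of the kept probe sets, 15460 carried 1 gene symbol, 838 several and 1536 none in the annotation used. The paper describes the 3 arrays of a group as replicate experiments. Control and TNFα treated cells were compared with limma, with Benjamini-Hochberg adjustment over the kept probe sets. The replicate 3 arrays correlated with each other at r = 0.945 across probe sets and stood apart from the others. The TNFα replicate 1 array also stood apart, with a GAPDH 3'/5' ratio of 3.15 against 1.18 to 1.44 on the other 5 arrays. The number of arrays limits the precision of every fold change.

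**Figure D1:**
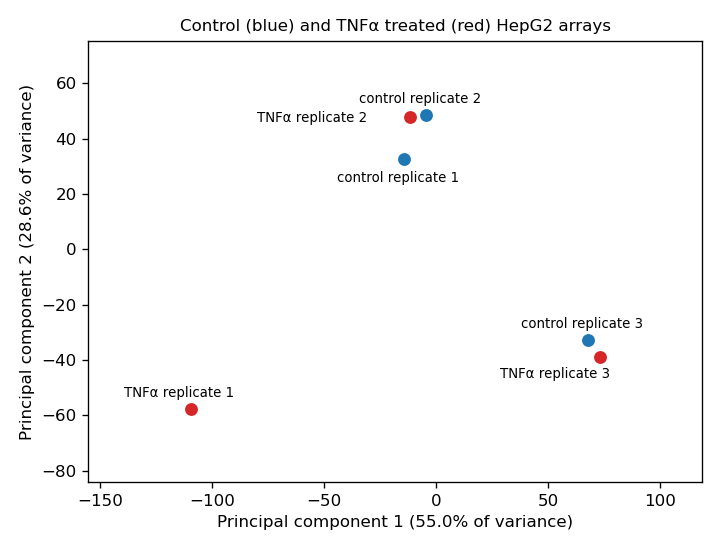
Principal components 1 and 2 of the log2 signals of the kept probe sets, 1 point per array, control in blue and TNFα treated in red. Component 1 held 55.0% and component 2 28.6% of the variance, and the replicate 3 arrays lie together, away from the TNFα replicate 1 array.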

TNFα treatment significantly (p<0.05) altered the expression of 140 genes in HepG2 cells. 

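No single probe set passed the adjusted test, and the genes with the smallest p in each direction are given here. On the lower side, HSPA6, a heat-inducible HSP70, had a log2 fold change of -2.10 (standard error 0.57) and lay lower in all 3 pairs of equal replicate number, and HSPH1, a cytosolic co-chaperone, had -1.24 (standard error 0.38). The betaine transporter SLC6A12 had -1.39 (standard error 0.39). On the higher side, TMEM97, a sterol-regulated membrane protein, had 1.18 (standard error 0.38). The lower side also held MYLIP (-1.67), MKLN1 (-1.33), CHD1L (-1.40), ASCC3 (-1.09), the glucocorticoid receptor gene NR3C1 (-1.31) and RRAS2 (-1.39), as log2 fold changes, and the aquaglyceroporin gene AQP3. The higher side held UBE2NL (0.96), SLC2A6 (1.20), HINT3 (1.55), LEAP2 (1.14), CEP43 (0.86) and NEK8 (0.85), with SLC27A5, FDPS and EBP. Of all kept probe sets, 808 (4.53%) had TNFα signals that all lay on one side of the control signals. Chance gives 10% only if the arrays are interchangeable, and the replicate 3 arrays stood apart, so 10% is not the no-change value here. The lowest adjusted p from limma over the kept probe sets was 1.000, so 0 passed, and 128 had an unadjusted p under 0.05, 17 higher and 111 lower, with 40 and 98 after quantile normalization and 42 and 83 after median centring. With 1 array left out the higher and lower counts were 8 and 50 without control replicate 1, 9 and 43 without control replicate 2, 25 and 58 without control replicate 3, 46 and 68 without TNFα replicate 1, 25 and 514 without TNFα replicate 2 and 112 and 513 without TNFα replicate 3. The methods' t-test gave 255 at that unadjusted threshold and 0 after Benjamini-Hochberg adjustment. With the replicate number as a block, 0 passed and 675 had an unadjusted p under 0.05. Each of these unadjusted counts lay under a share of 0.05 of the kept probe sets, which interchangeable arrays without change would give on average. The counts are therefore no sign of a response, though the arrays that stood apart make this share no exact no-change value. The median log2 fold change of all kept probe sets was -0.17, and gene lists are given relative to the median of all genes.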

Figure 1 shows the volcano plot of the microarray hybridization with the significantly up-regulated genes being represented with red colored boxes and those down regulated with green ones. Those that were not significantly altered are depicted in black dots. These altered genes were classified into functional categories of biological processes using Gene Ontology Tree Machine (GOTM) and DAVID. The GO database has a hierarchical nature such that genes annotated with a specific node (GO term) are also annotated with every ancestor of that node with the result that the genes map onto more than one GO term. A functional GO class thereby included genes assigned in the listed GO term by the GO consortium or a more specific break-up of the listed term that reflects in the gene being classified in more than one GO term. From our dataset, genes that clearly mapped onto a single GO term were assigned as such and for others that mapped onto more than one GO term, we put genes in the term where there was experimental validation available and when not, we put them in a particular GO class considering their functional closeness to other members of that class. Table S1 gives the Gene Ontology terms, the fold change and the p value of the significantly altered genes. Of these, 67 genes were up-regulated and 73 were down-regulated with a minimal fold change of ±1.41 (log_2_ ratio ≥±0.5). 

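Of the 140 probe sets of Table S1, 116 had a mean signal of at least 200, and 55 of these were higher and 61 lower in TNFα treated than in control cells. Among the lipid metabolism genes of the table, which include FDPS, SQLE and FADS1, 7 of 7 kept probe sets had the direction of the table, 6 of them in all 3 pairs. The 14 kept transport genes all had the direction of the table, 10 of them in all 3 pairs, while of 5 kept genes of gene expression 0 had it in all 3 pairs. In all, 114 of 116 had the direction of Table S1, 115 in the replicate 1 pair, 115 in the replicate 2 pair and 65 in the replicate 3 pair. The groups did not overlap for 33, and the 10% that interchangeable arrays would give is not the no-change value here. Of the 116, 13 had an unadjusted p under 0.05 from limma (26 with the replicate number as a block, 27 by the methods' t-test). None passed after adjustment over all probe sets, and adjusted over the list alone none passed either in limma, but 45 did with array weights, and by the methods' t-test 9 did without both replicate 3 arrays, chosen after seeing the data, and 1 each without control replicate 3 or TNFα replicate 3. The study chose this list on these samples, so its directions are not independent evidence. The folds of the table followed replicates 1 and 2. The replicate 3 pair, which matched them least, kept the direction for only 65 of 116 (56.0%). At the thresholds of the methods, the methods' t-test selected 161 probe sets, 45 higher and 116 lower. Higher ones made up 28.0% of these, 42.0% after quantile normalization, 40.3% after median centring and 47.9% without a minimum signal. With 1 array left out the share was 52.6% without TNFα replicate 1, 44.0% without control replicate 2 and 15.0% without TNFα replicate 2.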

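Of 4 kept cell adhesion probe sets of Table S1, 2 were higher and 2 lower in TNFα treated cells, and none passed the adjusted test. LAMC1, the gamma 1 chain of laminin, had a mean log2 signal of 10.52 ± 0.21 (SD, n = 3) in control and 10.13 ± 0.071 (SD, n = 3) in TNFα treated cells, and its log2 fold change was -0.39 (standard error 0.33), with -0.30 at its other probe set. FGFRL1, a receptor-like protein that lacks the kinase domain, had a log2 fold change of -0.42 (standard error 0.33), and at both Table S1 probe sets every TNFα signal lay under every control signal. The Table S1 probe set of the kinase gene TAOK2 fell under the minimum signal, with -0.66 when no minimum was set, and its other probe sets had -0.66 and -0.068, the latter turning positive under quantile normalization and median centring and with the signals as deposited. Over 25 measured genes of extracellular matrix and cell adhesion, 14 lay below the median of all genes and the mean was -0.068 relative to it (adjusted p = 0.569 from camera), and the list passed only without control replicate 3 (-0.22) or TNFα replicate 1 (-0.20).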

Genes involved in cell adhesion like Laminin (gamma 1, −1.4 fold), Tao kinase2 (−1.6 fold) and Fibroblast Growth Factor Receptor-Like 1 (−1.5 fold) were significantly down regulated by TNFα. Almost all the genes involved in response to stimulus (HSPA1B, ORM2, MST1, H3/O and C4B) and regulation of biological processes (PUM1, CEBPα and BRPF1) were down regulated. 

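The acute phase protein gene ORM2 had a log2 fold change of -1.11 (standard error 0.53), with all TNFα signals under all control signals. Its probe set, which the annotation assigns to several genes, had pair differences of -0.49, -0.63 and -2.22, the largest in the replicate 3 pair. The probe set the paper names H3/O had -0.78 (standard error 0.39) and a further probe set of its gene -0.40, and the inducible HSP70 gene HSPA1B had -0.64 (standard error 0.41), also on a probe set of several genes. MST1, which encodes macrophage stimulating protein, had -0.32 at the Table S1 probe set and -0.75 at its other one. CEBPA had pair differences of -0.58, -0.96 and 0.35, so the replicate 3 pair ran the other way, and the chromatin reader BRPF1 had -0.74, -0.62 and -0.31. Among 12 measured heat shock genes, 9 lay below the median of all genes, with DNAJA1 at -0.53 and the mitochondrial HSPE1 at -0.53. The list mean was -0.43 relative to that median (adjusted p = 7.86e-04 from camera with a preset correlation, adjusted p = 0.338 with an estimated correlation). The list did not pass without TNFα replicate 3 (-0.35) or without the probe sets ending in _x_at or _s_at (-0.41). It also did not pass without both replicate 3 arrays, chosen after seeing the data (-0.35). Of 7 measured histone genes, 6 lay below the median with H2BC9 at -0.84, H2AC6 at -0.82, H2BC6 at -1.08 and H2BC12 at -0.67 (adjusted p = 0.0110 from camera, adjusted p = 0.684 with an estimated correlation). H1-2, chosen after its values were seen, had 0.63 and lay higher in all 3 pairs. The histone mean was 0.20, -0.54 and -0.85 in the pairs, and without a minimum signal it was -0.0038 over 22 genes, with a median of 0.12, and did not pass, nor did it at the higher minimum signal (-0.36) or without both replicate 3 arrays (-0.19). Leaving out control replicate 3 or TNFα replicate 2 or 3 also ended this call, at means of -0.26, -0.32 and -0.33.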

While some genes of signal transduction like FCER1G, RASSF7, NR1H4 and RGL3 were significantly (p<0.05) down regulated, others of the same category like MKNK2, RYK, NFKB2, IL22RA1, THRAP6 and KISS1R were upregulated. 

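Among the signal transduction genes, NFKB2, a subunit of NF-κB, had a mean log2 signal of 7.63 ± 0.078 (SD, n = 3) in control and 8.16 ± 0.16 (SD, n = 3) in TNFα treated cells, and all 3 TNFα signals lay above all control signals. THRAP6, a subunit of the Mediator complex, had a log2 fold change of 0.58 (standard error 0.34) at the Table S1 probe set and 0.030 at its other one, the kisspeptin receptor KISS1R 0.69 (standard error 0.75), the interleukin 22 receptor chain IL22RA1 0.47 (standard error 0.41) and the receptor RYK 0.44 (standard error 0.37), with -0.27 and -0.046 at the other RYK probe sets, of which the latter turned positive under the 3 other scalings. MKNK2, a kinase downstream of the MAPK pathway, had -0.36 (standard error 0.38) at the Table S1 probe set and 0.049 at another. FCER1G, the common gamma chain of Fc receptors, had -0.28, and RASSF7 had -0.032 at the Table S1 probe set, which turned positive under quantile normalization and median centring and with the signals as deposited, and 0.32 at its other one, which lay higher in all 3 pairs. The Table S1 probe set of RGL3 lay under the minimum signal, with -0.47 when no minimum was set. No probe set here passed the adjusted test.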

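SLC27A5, the bile acyl-CoA synthetase of hepatocytes, had a mean log2 signal of 8.62 ± 0.31 (SD, n = 3) in control and 9.57 ± 0.21 (SD, n = 3) in TNFα treated cells, a log2 fold change of 0.95 (standard error 0.35). IDH2, the mitochondrial NADP-dependent isocitrate dehydrogenase, had 0.58 (standard error 0.33), with 0.24 at its other probe set, and HSD17B7, an enzyme of cholesterol synthesis, 0.70 (standard error 0.34), and the groups did not overlap at either Table S1 probe set. FADS1, the delta-5 fatty acid desaturase, had 0.58 (standard error 0.34), on a probe set that also carries the symbol of a microRNA gene. SYTL1 had 0.74, SLC43A2 0.52 and GOSR2 0.28, and the probe set that the paper gives as HCN3, which the annotation used assigns to PKLR, had 0.76. The other kept probe sets of GOSR2 ranged from -0.55 to 0.36, and those between turned positive after quantile normalization, and all but the one at -0.18 also after median centring and with the signals as deposited. None passed the adjusted test.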

Further upregulated genes were involved in transport such as GOSR2 (+1.4 fold), HCN3 (+1.7 fold), SYTL1 (+1.4 fold), SLC43A2 (+1.9 fold) and SLC27A5 (+2 fold) and lipid and carbohydrate metabolism like FDPS (+1.6 fold), PAFAH2 (+2 fold), FADS (+1.7 fold), SQLE (+2.5 fold), HSD17B7 (+1.7 fold) and IDH2 (+1.5 fold). While genes involved in carbohydrate metabolism, for e.g. AKR1B1, GNPDA2, and PDK3 were significantly downregulated, some genes of nucleic acid and amino acid metabolism like PAH, NDUFS1, DHFR and TNRC9 were upregulated. 

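PDK3, a pyruvate dehydrogenase kinase that restrains entry of pyruvate into the citric acid cycle, had a log2 fold change of -0.43 (standard error 0.47) and pair differences of -0.93, -0.69 and 0.33. Its other kept probe sets had 0.21 and -0.51. The glucosamine-6-phosphate deaminase gene GNPDA2 lay under the minimum signal, with -0.64 when no minimum was set. TNRC9, a high mobility group box gene now named TOX3, had 0.028, with 0.70, 0.43 and -1.04 in the pairs, and 0.27 and 0.10 at its other kept probe sets.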

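AQP3, an aquaglyceroporin, had a mean log2 signal of 10.56 ± 0.68 (SD, n = 3) in control and 9.00 ± 0.80 (SD, n = 3) in TNFα treated cells, a log2 fold change of -1.56 (standard error 0.51), and lay lower in all 3 pairs. STOM, an integral membrane protein, had -0.65 (standard error 0.32) and SCRN3 -0.76 (standard error 0.36), with every TNFα signal under every control signal at both, and the other STOM probe set had -0.56. DNMT3B, a de novo DNA methyltransferase, had -0.67 (standard error 0.49), the deacetylase SIRT6 -0.38 (standard error 0.37) and the transcription factor ELF5 -0.48 (standard error 0.84). UBE2J1, an ER-associated ubiquitin conjugating enzyme, had -0.34 at the Table S1 probe set and between -0.42 and 0.19 at its others, of which a pair turned positive under other scalings. AP1S2 had -0.39 at the Table S1 probe set and -0.86 and -0.84 at its others, and TIMP1, an inhibitor of matrix metalloproteinases, had -0.33, while the Table S1 probe sets of AP3B1 and STXBP5 lay under the minimum signal, with -0.22 and -0.97 when no minimum was set. The other, kept probe set of AP3B1 had -0.33, and that of STXBP5 had 0.41 and lay higher in all 3 pairs. SIRT6, ELF5, TIMP1 and the Table S1 probe set of UBE2J1 ran the other way in the replicate 3 pair.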

Others like STOM, UBE2J1, SCRN3 (protein metabolism), SIRT6, ELF5, DNMT3B (nucleic acid metabolism), AP3B1, SLC6A12, STXBP5, AP1S2, AQP3 (transport) and TIMP1 were significantly downregulated. 

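Of 26 measured genes of ER chaperones and the unfolded protein response, 18 lay below the median of all genes after TNFα, with a list mean of -0.22 relative to it (adjusted p = 0.00358 from camera with a preset correlation, adjusted p = 0.748 with an estimated correlation). PDIA4, a protein disulfide isomerase of the ER, had a mean log2 signal of 12.79 ± 0.45 (SD, n = 3) in control and 11.71 ± 0.81 (SD, n = 3) in TNFα treated cells and a log2 fold change of -1.09 (standard error 0.46), and its other probe set had -0.74. HYOU1, an ER chaperone of the HSP110 family, had -1.05 (standard error 0.38), and CRELD2, a secretory pathway protein induced by ER stress, had -1.07 (standard error 0.49). CALR, the calcium-binding chaperone calreticulin, had -0.39 at the Table S1 probe set and -0.29 and -0.31 at its others. MANF, chosen after its values were seen, had 0.44 and groups that did not overlap, in the other direction. In the list, 3 genes had an unadjusted p under 0.05 and none passed after adjustment, also adjusted over the list alone, and Table S1 holds 3 of the genes. In the pairs the mean was -0.37 with the TNFα replicate 1 array, -0.11 in replicate 2 and -0.17 in replicate 3. It was -0.067 without control replicate 1 and -0.14 without TNFα replicate 3, where the list did not pass, nor did it without the probe sets ending in _x_at or _s_at (-0.18) or without both replicate 1 arrays (-0.11), the last chosen after seeing the data.

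**Figure D2:**
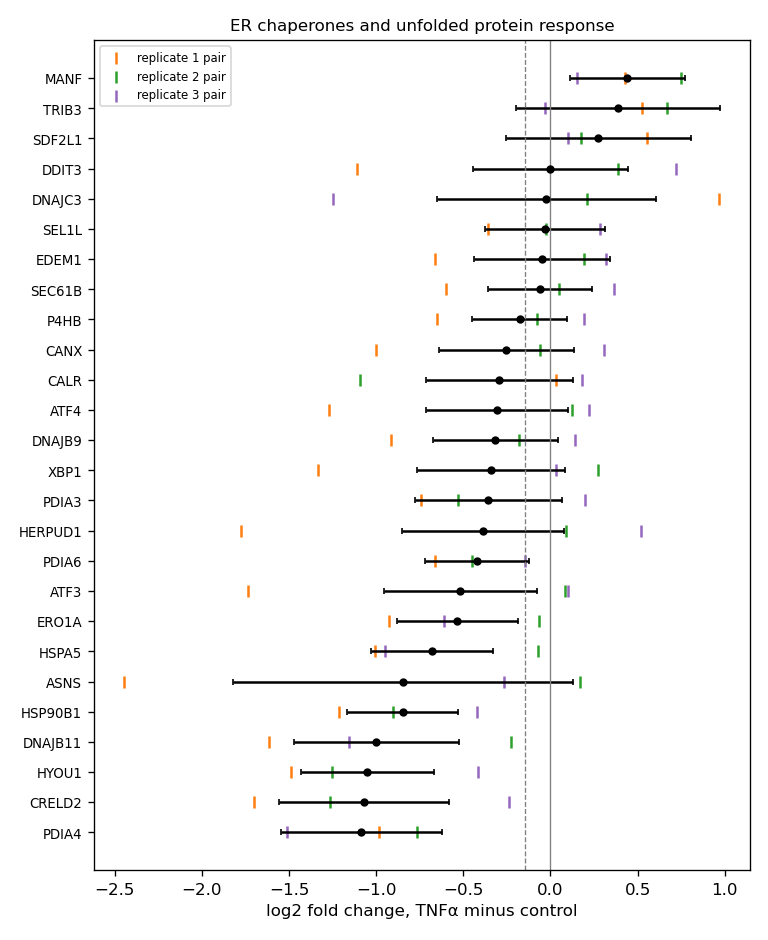
Log2 fold change (TNFα minus control) of the measured genes of ER chaperones and the unfolded protein response, as black points with the standard error, and the difference of each replicate pair as a coloured tick. The solid line marks 0 and the dashed line the median of all genes, and 18 of 26 genes lie to its left.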

Interestingly genes involved in cellular homeostasis i.e. calreticulin (−1.6 fold) and protein disulfide isomerase (−1.9 fold) were also downregulated.

**Figure 1:**
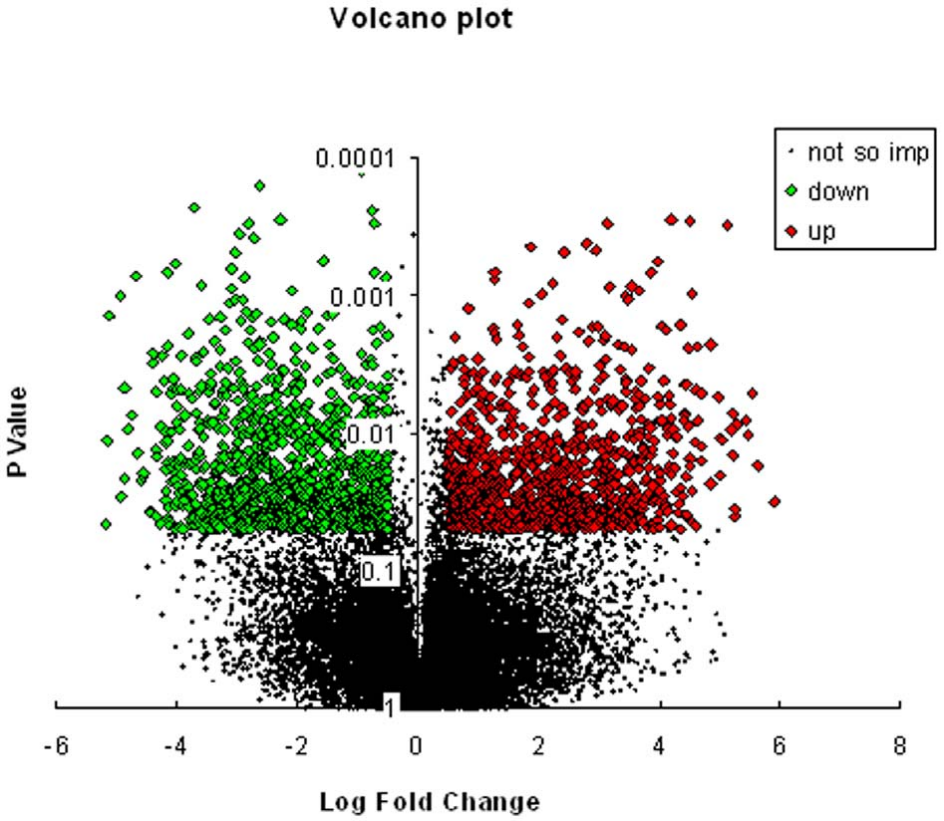
A volcano plot of genes altered by TNFα in HepG2 cells. Log_2_ fold changes and their corresponding p-values of all genes in the microarray were taken for construction of the volcano plot. Genes up-regulated with more than 1.5 fold change with a p-value <0.05 are depicted in red boxes and those down regulated with identical fold change and p-value are in green boxes. All other genes in the array that were not found to be significantly altered are in black dots.

### Real Time PCR Validation of Microarray Data

Quantitative real time PCR was done to validate a group of selected up- and down-regulated genes. The primer sets used are shown in Table 1. The experiment was done for FADS1, SQLE, PDIA4, HSP90B, CEBPα, CALR, FDPS, MST1, PDK3, AQP3 and NFKB2. As in the results of the microarray analysis, all these genes depicted an identical pattern of alteration as compared to the control. 

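On the arrays, the 11 genes tested by real time PCR had the direction of Table S1 in their mean difference, 11 of 11, but in the replicate 3 pair CALR (0.19), MST1 (0.23), CEBPA and PDK3 ran the other way. HSP90B1, an ER chaperone, had a mean log2 signal of 12.82 ± 0.33 (SD, n = 3) in control and 11.97 ± 0.075 (SD, n = 3) in TNFα treated cells, and its log2 fold change of -0.85 (standard error 0.32) came with groups that did not overlap. A further probe set of HSP90B1 had 0.064. For 4 of the genes the unadjusted p from limma was under 0.05, and with the replicate number as a block for 5. None passed after adjustment. These counts took PDIA4 at its Table S1 probe set with a log2 fold change of -0.74. At its other Table S1 probe set, with -1.09, PDIA4 came under the unadjusted threshold without the block too. The difference between the counts with and without the block therefore rests on this choice of probe set. The genes were chosen by the study from these arrays, so their directions here are not independent evidence, and the PCR measurements were not analysed here.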

In TNFα treated cells, PDIA4, HSP90B1, CEBPα, CALR, MST1, PDK3 and AQP3 showed an inhibition of the transcript levels while FADS1, SQLE, FDPS and NFKB2 showed increased levels (Figure 2).

**Figure 2:**
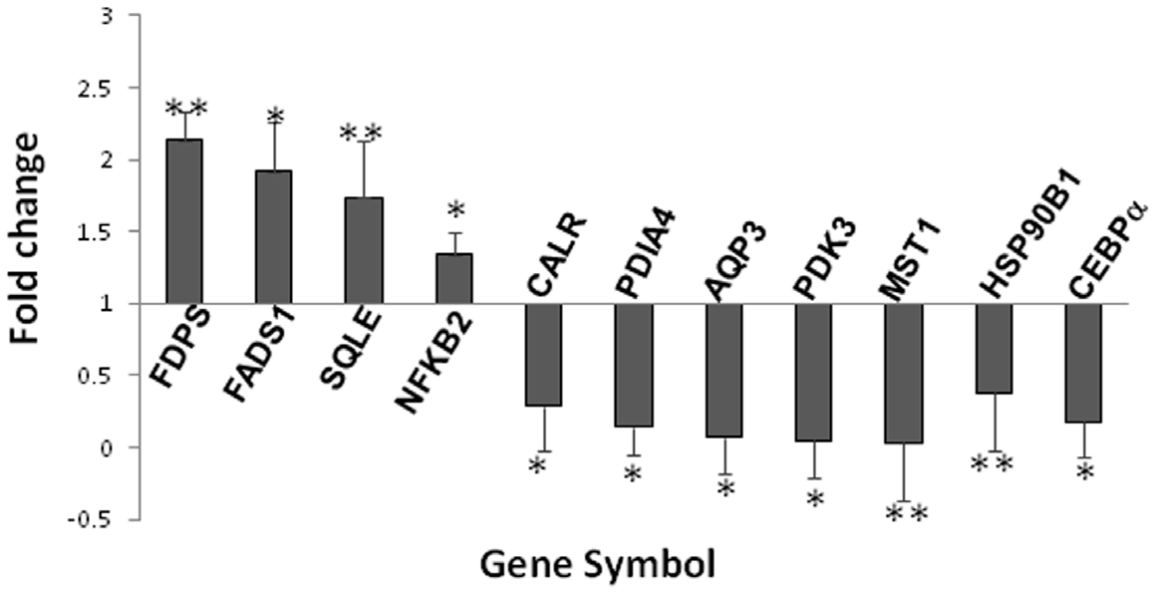
Validation of microarray gene expression data by Real Time PCR. HepG2 cells were treated in the absence and presence of TNFα (0.5 nM, 12 h) and the isolated total RNA was subjected to Real time PCR with gene specific primers as listed in Table 2. Values of each gene were normalized to those of 18S rRNA and are plotted with respect to the control that has arbitrarily been taken as 1. Each value is the mean ± SEM of three independent experiments. *p<0.01 as compared to control. **p<0.05 as compared to control.

**Table 1:** Primers used for microarray gene expression validation.

Gene Symbol	Forward primer 5′-3′	Reverse primer 5′-3′	AmpliconSize(bp)
HSP90B1	AATCTGGGACAAGCGAGTTTTT	GCGGAATAGAAACCGACACCA	103
FDPS	CCAAGAAAAGCAGGATTTCGTTC	CCGGGCAATAGCATCTCCTA	100
PDIA4	TCCCATTCCTGTTGCCAAGAT	GCCCTCGTAGTCTACAGCCT	121
SQLE	CCACTGACTGTTGTTGCAGAT	TGAGAACTGGACTCGGGTTAG	253
FADS1	TTGTACCTCCATTGGCTTCC	CAGCCTATGCCCAAAGCTAC	122
CALR	GTTTCGAGCCTTTCAGCAAC	TCTGAGTCTCCGTGCATGTC	142
CEBPα	ACGATCAGTCCATCCCAGAG	TTCACATTGCACAAGGCACT	122
PDK3	TGGTTCCTACAATGGCACAA	GGAAAGAGATGCGGTTGGTA	120
AQP3	GAGCATCCACTGACTGTCCA	AAATCCTGAAGGGGCTGTCT	116
MST1	CACAGCCAATACCACCACTG	GGTCTTTGCACGCGTATTTT	101
NFKB2	ACTACCTCCCACCTCGTCCT	ACGCCTCTTGACCTCACT	124

### Functional Classification of Genes Altered by TNFα in HepG2 Cells

All the 67 up-regulated and 73 down-regulated genes were separately grouped into molecular functions using the GO Tool Box. At Level 3, molecular functions that emerged specifically as being altered among the up-regulated genes were those of lipid binding and ligase activity while those of transcription repressor and enzyme inhibitor activities were specific to the down-regulated genes. Figures 3A and B depict respectively the fraction of TNFα induced up- and down- regulated genes in HepG2 cells among the various molecular functions as identified by the GO Tool Box. Significantly (p<0.01) over represented Gene Ontology terms (molecular function) in down- and up- regulated genes are shown in Tables 2A and B respectively. The tables give the number of genes with that gene ontology term on the Human Genome U133 Plus 2.0 array, the number of genes in the same gene ontology term in our altered dataset and the p value of the occurrence of that number of genes in the dataset. For genes up-regulated by TNFα, several gene ontology terms related to lipid and fat metabolism like keto-steroid reductase activity, cholate-CoA ligase activity, squalene monooxygenase activity, oxidoreductase activity were significantly (p<0.01) over represented indicating an overall favor of genes involved in fat metabolism within the hepatocyte by TNFα. 

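Of 20 measured genes of fatty acid and triglyceride synthesis, 16 lay above the median of all genes in TNFα treated cells, with a mean of 0.27 relative to it (adjusted p = 0.00326 from camera, adjusted p = 0.692 with an estimated correlation). DGAT1, which forms triglycerides, had a log2 fold change of 0.85 (standard error 0.46) and ACACB 0.68, while the acyl-CoA synthetase ACSL1 had -0.68 with groups that did not overlap. Of 10 genes of bile acid synthesis and transport, 8 lay above the median, with a mean of 0.52 (adjusted p = 0.00358 from camera, adjusted p = 0.692 with an estimated correlation). The reductase AKR1D1 had 1.70 (standard error 1.00) and CYP7A1, the rate-limiting enzyme of bile acid synthesis, 0.94 (standard error 1.03), while AKR1C4 had -0.60. The fatty acid list did not pass without control replicate 3 (0.19) or TNFα replicate 2 (0.24), without a minimum signal (0.15), without the probe sets ending in _x_at or _s_at (0.16) or without both replicate 3 arrays (0.23), and the bile acid list without control replicate 3 (0.10), TNFα replicate 1 (0.19) or TNFα replicate 2 (0.39), without those probe sets (0.38) or without both replicate 1 arrays (0.34), where leaving out both arrays of a number was chosen after seeing the data. Over-representation was tested with one-sided Fisher's exact tests of 25 gene lists against 9382 genes, since Gene Ontology terms were not used here. No gene passed limma's adjusted threshold, so no list was over-represented among such genes. Among the 25 genes higher at the thresholds of the methods' t-test, 3 belonged to the 18 of cholesterol biosynthesis (adjusted p = 6.64e-04, Fisher's exact test). This test takes genes as independent, and in camera that list had an adjusted p = 0.684 with an estimated correlation. With the replicate number as a block, limma at these thresholds took 52 higher genes, with 3 of cholesterol biosynthesis (adjusted p = 0.00309, Fisher's exact test) and 2 of bile acid synthesis and transport (adjusted p = 0.0165, Fisher's exact test). With the block and an estimated correlation, camera gave these lists an adjusted p = 0.570 and an adjusted p = 0.525.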

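Of 11 genes of Fc receptors and IgE binding, 3 had a kept probe set, too few for a set test. FCER1G, whose chain couples the high-affinity IgE receptor to signalling, had pair differences of -0.74, -0.63 and 0.54, and the IgE-binding lectin LGALS3 had a log2 fold change of -0.27 (standard error 0.45). FCGRT, the neonatal Fc receptor, had 0.19 (standard error 0.53). None of them passed the adjusted test.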

GO terms involved with immune responses like IgE receptor activity, immunoglobulin receptor activity and IgE binding were also highly over represented in the down-regulated set indicating a compromise in immune defense mechanism(s). An identical analysis using the GO class: biological processes identified several genes belonging to the steroid and lipid metabolic processes to be significantly (p<0.01) over-represented among the up-regulated set and those very specifically involved in diverse aspects of the overall immune response to be significantly (p<0.01) over represented in the down-regulated set of genes (Table S2).

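ORM1, which encodes an acute phase glycoprotein, had a mean log2 signal of 13.63 ± 0.13 (SD, n = 3) in control and 12.83 ± 0.15 (SD, n = 3) in TNFα treated cells, with every TNFα signal under every control signal. Of 17 measured positive acute phase proteins, 10 lay below the median, among them SERPINA3 (-0.55) and HP (-0.64), and the list did not pass (adjusted p = 0.569 from camera), except without control replicate 3 (-0.32) or TNFα replicate 1 (-0.31). The interferon response and antigen presentation list had a mean of 0.16 over 17 genes relative to all genes, with IFI35 at 0.70 and IRF9 at -0.54 (adjusted p = 0.445 from camera). Complement and coagulation had 0.011 over 20 genes, with C5 at -0.44 and F12 at 0.40 (adjusted p = 0.746 from camera), and passed only without control replicate 3, lower (-0.32). At the thresholds of the methods' t-test, 2 of the 51 lower genes belonged to the heat shock proteins (adjusted p = 0.0462, Fisher's exact test). This test too takes genes as independent, and in camera that list had an adjusted p = 0.338 with an estimated correlation. With the replicate number as a block, limma at these thresholds took 234 lower genes, and 2 belonged to this list (adjusted p = 0.347, Fisher's exact test), 6 to the ER chaperones (adjusted p = 0.00171, Fisher's exact test) and 3 to the histones (adjusted p = 0.00830, Fisher's exact test). With the block and an estimated correlation, camera gave an adjusted p = 0.980 for the ER chaperones and an adjusted p = 0.570 for the histones.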

**Figure 3:**
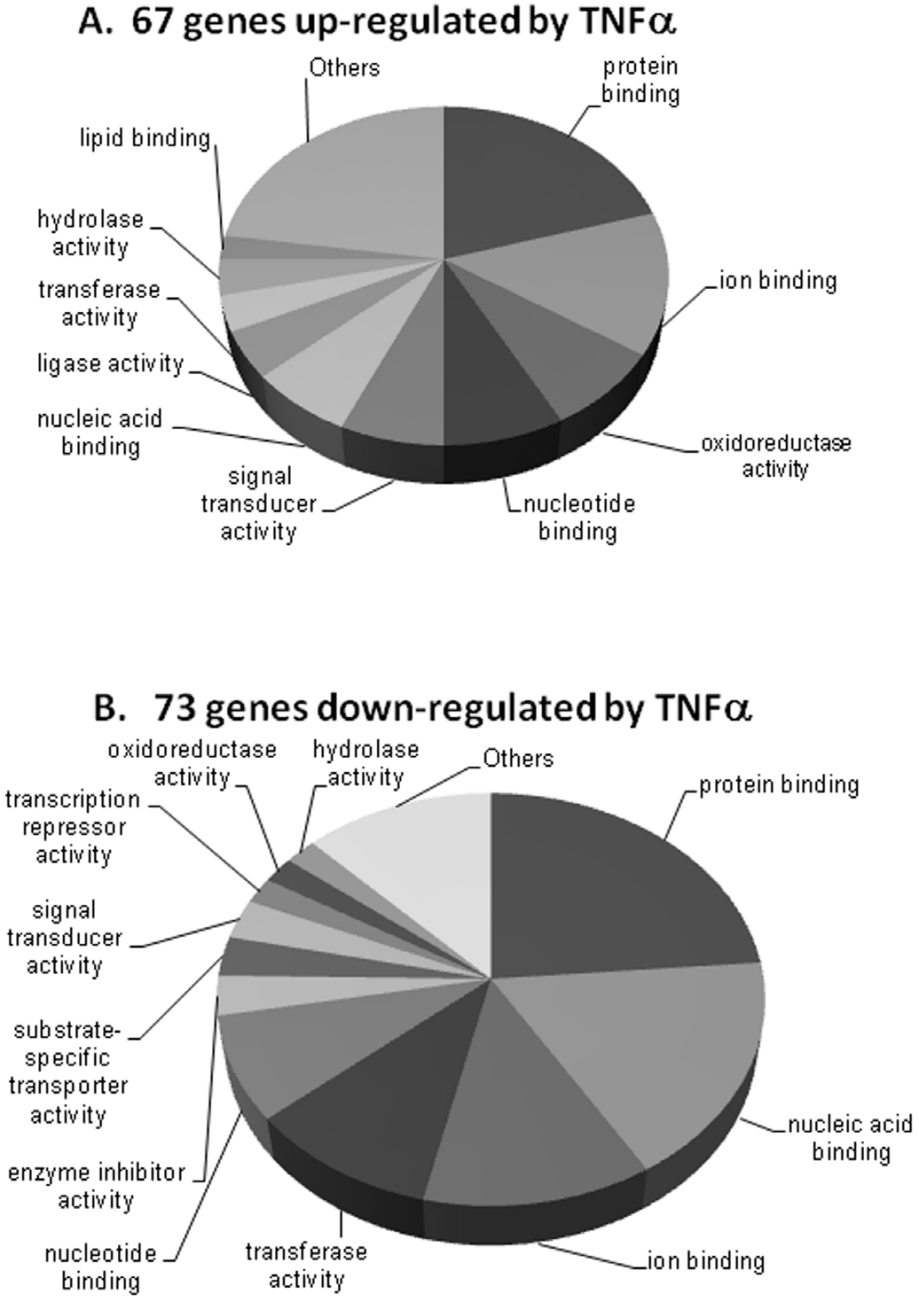
Classification of TNFα-regulated genes into functional groups. HepG2 genes that were altered by TNFα were classified on the basis of molecular functions using the GO Tool Box. Fraction of genes and the corresponding GO terms from the up-regulated set are shown in A and the same from the down regulated set are depicted in B.

**Table 2:** Gene Ontology (Molecular Function) terms overrepresented (p<0.01) in the set of genes up- and down- regulated by TNFα.

**A. Overrepresentation of down-regulated genes**				
**GO_ID**	**TERM**	**NB_IN_REF**	**NB_IN_SET**	**pVAL**
GO:0003677	DNA binding	3525	14	0.000379
GO:0005515	protein binding	8667	23	0.001096
GO:0016429	tRNA (adenine-N1-)-methyltransferase activity	1	1	0.001522
GO:0019767	IgE receptor activity	1	1	0.001522
GO:0004361	glutaryl-CoA dehydrogenase activity	1	1	0.001522
GO:0008326	site-specific DNA-methyltransferase (cytosine-specific) activity	1	1	0.001522
GO:0016426	tRNA (adenine)-methyltransferase activity	1	1	0.001522
GO:0019763	immunoglobulin receptor activity	2	1	0.00304
GO:0004105	choline-phosphate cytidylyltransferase activity	2	1	0.00304
GO:0051082	unfolded protein binding	202	3	0.003357
GO:0004032	aldehyde reductase activity	3	1	0.004553
GO:0004740	(pyruvate dehydrogenase (lipoamide)) kinase activity	4	1	0.006061
GO:0030414	protease inhibitor activity	270	3	0.0073
GO:0008757	S-adenosylmethionine-dependent methyltransferase activity	87	2	0.007487
GO:0008168	methyltransferase activity	273	3	0.007515
GO:0019863	IgE binding	5	1	0.007565
GO:0016741	transferase activity, transferring one-carbon groups	277	3	0.007806
GO:0009008	DNA-methyltransferase activity	6	1	0.009065
GO:0005007	fibroblast growth factor receptor activity	6	1	0.009065
**B. Overrepresentation of up-regulated genes**				
**GO_ID**	**TERM**	**NB_IN_REF**	**NB_IN_SET**	**pVAL**
GO:0016616	oxidoreductase activity, acting on the CH-OH group of	160	3	0.001262
	donors, NAD or NADP as acceptor			
GO:0016919	nardilysin activity	1	1	0.001353
GO:0050576	3-keto-steroid reductase activity	1	1	0.001353
GO:0004506	squalene monooxygenase activity	1	1	0.001353
GO:0048408	epidermal growth factor binding	1	1	0.001353
GO:0047747	cholate-CoA ligase activity	1	1	0.001353
GO:0016614	oxidoreductase activity, acting on CH-OH group of donors	174	3	0.001597
GO:0004161	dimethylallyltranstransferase activity	2	1	0.002702
GO:0004337	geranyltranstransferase activity	2	1	0.002702
GO:0000247	C-8 sterol isomerase activity	2	1	0.002702
GO:0016491	oxidoreductase activity	1510	7	0.002977
GO:0004769	steroid delta-isomerase activity	3	1	0.004048
GO:0017147	Wnt-protein binding	3	1	0.004048
GO:0004505	phenylalanine 4-monooxygenase activity	3	1	0.004048
GO:0004090	carbonyl reductase (NADPH) activity	3	1	0.004048
**GO_ID**	**TERM**	**NB_IN_REF**	**NB_IN_SET**	**pVAL**
GO:0004146	dihydrofolate reductase activity	3	1	0.004048
GO:0004450	isocitrate dehydrogenase (NADP+) activity	4	1	0.00539
GO:0003847	1-alkyl-2-acetylglycerophosphocholine esterase activity	6	1	0.008064
GO:0016874	ligase activity	630	4	0.008635
GO:0042043	neurexin binding	7	1	0.009396

### Clustering and Promoter Analyses

TNFα induced up- and down- regulated genes were clustered hierarchically on the basis of their normalized expression intensities (Figure S2) and genes with the same GO functional term and within the same cluster were selected for further promoter analysis. Example results of genes from three GO terms i.e. “Metabolism”, “Signal Transduction” and “Regulation of Biological Process” that clustered together were taken for promoter analysis. A 5kb upstream sequence from the transcription start site of each of these genes was retrieved and the binding sites of transcription factors within this region were determined as described above. Table 3 is a list of the transcription factor binding sites in a set of clustered genes within the indicated GO term. Significant transcription factors consistently occurring in the promoters of genes altered by TNFα and clustering together with common GO terms included SREBP-1, CEBPα, MEF2 and AREB6. All these are in several ways implicated in cellular metabolic processes and immune response, two phenomena that are modulated by TNFα. Surprisingly, binding sites of several members of the forkhead family of transcription factors, that are however not well characterised were also significantly found to be overrepresented in our dataset. These included FOXJ2, FOXD3 and the *fork head* homolog-3 (HFH-3). The biological relevance of these relatively less characterized transcription factors remain to be investigated.

**Table 3:** Over representation of conserved transcription factor binding sites within putatively co-regulated genes.

GO term and Gene Symbol*	Transcription Factors	Probability**
***Metabolism***		
SQLE, EBP, TIMP1, DHRS4, UBE2J1,	FOXJ2	3.31E-156
UBE2NL, PAH, HSP90B1, GCDH	FOXD3	5.75E-136
DHFR, FADS, SIRT6, AKR1B1	HFH-3	2.42E-128
C4B, SLC25A5	IRF-1	4.06E-108
	SREBP-1	1.41E-53
	E47	1.17E-52
	MEF-2	6.67E-42
	AREB6	9.87E-41
	ARP-1	1.51E-35
***Signal Transduction***		
TBL1X, RYK, DDX54, TNFRSF14,	FOXJ2	3.04E-58
KISSIR, FCER1G, NFkB2	FOXD3	5.50E-58
	IRF-1	3.42E-52
	HFH-3	8.90E-48
	SREBP-1	2.71E-19
	CHOP:C/EBPalpha	2.51E-14
	ARP-1	1.26E-13
	Freac-7	2.98E-12
	E47	2.78E-11
	MEF-2	5.14E-11
***Regulation of biological processess***		
CASZ1, PUM1, C4B, GTF2H3	MEF-2	1.06E-14
ATF5,	CHOP:C/EBPalpha	1.93E-14
	FOXJ2	6.57E-13
	AREB6	3.25E-12
	SREBP-1	3.96E-12
	ARP-1	1.69E-11
	p300	2.32E-11
	FOXD3	3.39E-11
	SREBP-1	3.09E-10
	NF-E2	3.89E-10

*Genes that clustered together and occurred within the same GO term.

**Significant probability of the binding of the respective transcription factors to the indicated sets of genes.

### EMSA for Validation of Candidate Transcription Factors

To validate the transcription factors that were found to possess binding sites in the promoters of genes that were altered by TNFα as described above, electrophretic mobility shift assay was performed for two of the candidate transcription factors namely, SREBP-1 and FOXJ2. Wild type and mutated oligonucleotide sequences that were used are given in Table 4. As compared to the incubation in the presence of the free labeled probe alone, the addition of the nuclear extract from the control cells caused significant formation of the DNA-protein complex both with SREBP-1 (Figure 4A, B) and FOXJ2 (Figure 4C, D) oligonucleotides. This complex formation was significantly enhanced in the presence of nuclear extracts from TNFα-treated cells indicating that TNFα increased the binding of these transcription factors to their binding elements that corroborates with our predicted findings detailed above. No detectable DNA-protein complexes were identified with the mutated oligonucleotides of either SREBP-1 or FOXJ2 that additionally suggests the specificity of the DNA-protein complexes observed.

**Figure 4:**
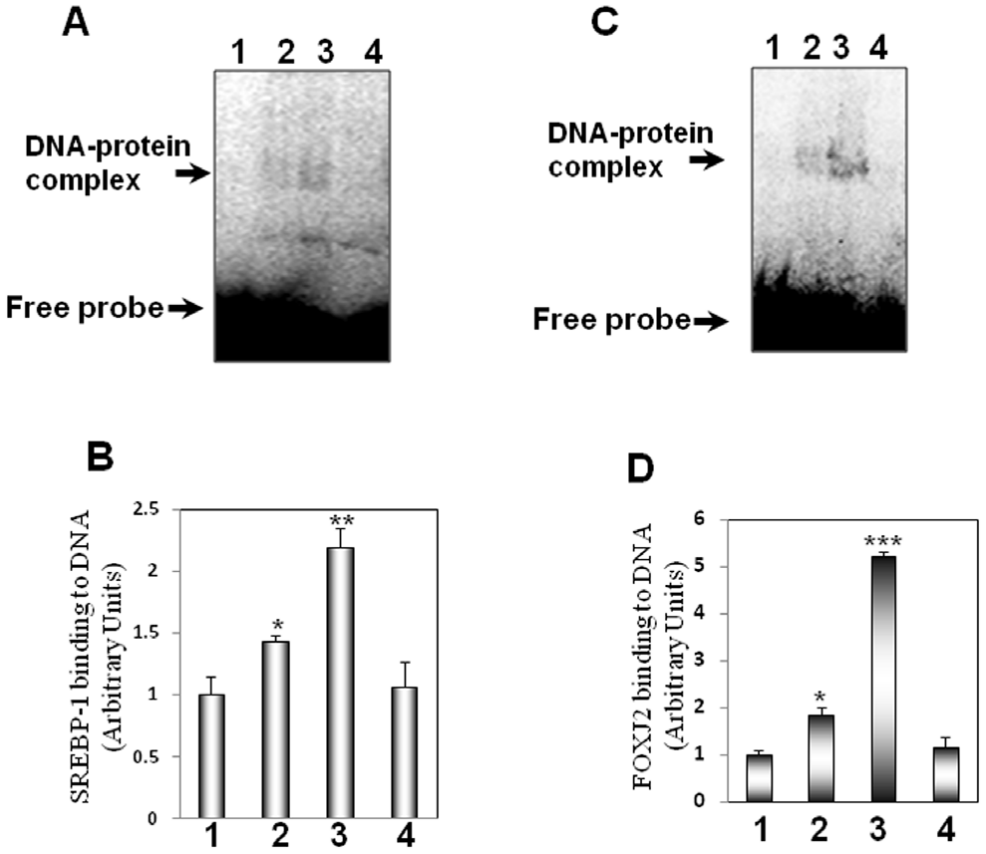
Electrophoretic mobility shift assay in control and TNFα-treated nuclear extracts using SREBP-1 and FOXJ2 oligonucleotide probes. 15 µg of nuclear extracts from control or TNFα-treated cells were incubated with labeled probes harboring the binding elements of either SREBP-1 (A) or FOXJ2 (C). On termination of incubation they were resolved in a non-denaturing polyarylamide gel and subjected to phosphorimager analysis. Mutated oligonucleotides with altered binding motifs of these two transcription factors were used to check the specificity of the DNA-protein complexes. All experiments were done in triplicate. B and D: Densitometric analyses of the binding of SREBP-1 (B) and FOXJ2 (D) respectively. Each point is the mean±SEM of three independent experiments. Lane 1: Labeled probe alone; Lane 2: Labeled probe incubated with nuclear extract from control cells; Lane 3: Labeled probe incubated with nuclear extract from TNFα-treated cells; Lane 4: Labeled mutated probe incubated with the nuclear extract from control cells. *p<0.05 as compared to Lane 1; **p<0.01 as compared to Lanes 1 and 2; ***p<0.001 as compared to Lanes 1 and 2.

**Table 4:** Sequences for the binding elements and their mutated counterparts used in the EMSA analysis.

SREBP-1 FP	5′ GATCCTGATCACCCCACTGAGGAG 3′
SREBP-1 RP	5′ CTCCTCAGTGGGGTGATCAGGATC 3′
SREBP-1 mutated FP	5′ GATCCTGATC**T**CCC**G**ACTGAGGAG 3′
SREBP-1 mutated RP	5′ CTCCTCAGT**C**GGG**A**GATCAGGATC 3′
FOXJ2 FP	5′ CACATAAACAAATACATCA3′
FOXJ2 RP	5′ TGATGTATTTGTTTATGTG 3′
FOXJ2 mutated FP	5′ CAC**G**TAA**G**CAAATACATCA 3′
FOXJ2 mutated RP	5′ TGATGTATTTG**C**TTA**C**GTG 3′

FP: Forward Primer.

RP: Reverse Primer.

Poistions of alterations in the mutated oligonucleotides within the binding motifs are shown by bold and underlined bases.

### Network and Pathway Analyses

We then wanted to identify the interacting network among the altered genes in the context of other large biological pathways. We began by analyzing TNFα-induced altered genes using the Ingenuity Pathway Analysis software that generates networks, associated biological functions and canonical pathways by overlaying them onto a global molecular network developed from information contained in the Ingenuity knowledge base. Five highly significant networks with scores above 20 were obtained from the set of TNFα induced altered genes. These scores, derived from p values, indicated the likelihood of the focus genes belonging to a network versus those obtained by chance alone thereby eliminating the probability of their occurrence in a network to be due to noise. The network with the highest score comprised that of hematological system development and function, immune and lymphatic system development and function and tissue morphology. Other subsequent networks with decreasing scores included those of (i) immunological disease, skeletal and muscular disorders and inflammatory disease (ii) lipid metabolism, small molecule biochemistry, nervous system development and function, (iii) cell signaling, post translational modification, dermatological diseases and conditions and (iv) cellular growth and proliferation, cancer and hematological disease. This implies that the altered genes were distributed among diverse networks that could be expected considering the varied cellular actions of TNFα. 

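Of 12 measured SREBP target genes outside cholesterol synthesis, 9 lay above the median of all genes, with a list mean of 0.27 relative to it (adjusted p = 0.00499 from camera with a preset correlation, adjusted p = 0.807 with an estimated correlation). ACSS2, which makes acetyl-CoA from acetate, had a log2 fold change of 0.58 (standard error 0.39), the sterol transporter gene STARD4 0.46 (standard error 0.42) and NPC1L1 0.52 (standard error 0.39). The regulator gene SREBF1 itself had -0.34. The list did not pass without control replicate 1 (0.13) or TNFα replicate 2 (0.39), and its mean turned to -0.060 without TNFα replicate 3. It also did not pass without a minimum signal (0.29), without the probe sets ending in _x_at or _s_at (0.21) or without both replicate 3 arrays, chosen after seeing the data (0.12). Lipoprotein genes had a mean of 0.21 over 15 genes, with APOA4 at 0.63 and APOE at -0.67 (adjusted p = 0.175 from camera), and passed without control replicate 1 (0.35) or 2 (0.36) or TNFα replicate 3 (0.46), with the mean of the probe sets of a gene (0.33) and without the probe sets ending in _x_at or _s_at (0.52).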

Interestingly, while “biosynthesis of steroids” was the top canonical pathway that was significantly (with a p value of 1.27E-03) altered by TNFα in HepG2 cells, “lipid metabolism” was the most significant (1.70E-04-4.39E-02) molecular and cellular function to be affected. So we further analyzed the network 3 of the list of significantly affected networks i.e of lipid metabolism, small molecule biochemistry, nervous system development and function since it could also be correlated well with the most significantly affected canonical pathway and molecular and cellular function. Figure 5 shows the associated network functions of this interaction. One of the key central points in this network is that of insulin (INS1). Apart from regulating FADS1, INS1 indirectly also regulates HRAS that inturn regulates SQLE, these are the two significantly upregulated genes in our dataset. Insulin was postulated some time ago by Satoh et al., 1990 [38] to regulate SQLE and insulin regulation of hepatic desaturases has also been described [39]. INS1 is directly regulated by HNF1A that in turn interacts with AQP3 and PAFAH2 that were down and up regulated, respectively, in our experiment. 

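PAFAH2, a platelet activating factor acetylhydrolase, had a mean deposited signal of 187 at its Table S1 probe set, under the minimum for the test. The replicate 3 arrays, on a lower scale as deposited, counted less in this mean. The log2 fold change of PAFAH2 was 0.80 (standard error 0.51) when no minimum was set. AQP3 differed by -1.37, -1.67 and -1.64 in the 3 pairs.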

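PCYT1A, the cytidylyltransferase of phosphatidylcholine synthesis, had a log2 fold change of -0.21 (standard error 0.39) at the Table S1 probe set, which turned positive under quantile normalization, and -0.72 at its other kept probe set. The gene did not pass the adjusted test.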

HRAS shows interactions with SQLE, PCYT1A and 1B, genes that were differentially regulated by TNFα. Another central point in this interaction network was occupied by RHOA (ras homolog gene family, member A). 

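RGNEF, a RHOA guanine nucleotide exchange factor now named ARHGEF28, had a log2 fold change of -0.65 (standard error 0.43) at the Table S1 probe set, and its other kept probe sets had -0.90, -0.40 and -0.19. Of 21 measured members of the network in Figure 5, 11 lay below and 10 above the median of all genes (adjusted p = 0.746 from camera). The study placed its altered genes in this network, so the list is not independent evidence.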

Two of the significantly altered genes from our list, HSPA1A and RGNEF, were found to be binding strongly with RHOA. Interestingly, RHOA is also regulated by HRAS on one end and INS1 on the other, although indirectly. All these indicate a cross talk among molecules that otherwise seem to be distantly placed in biological pathways and therefore many positions of this network being occupied by genes altered by TNFα possibly explains to some extent the diverse effects of TNFα on cellular physiology.

**Figure 5:**
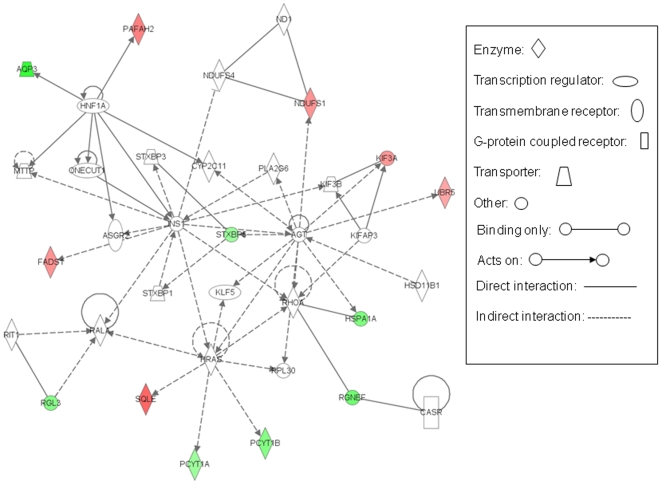
Interacting network among genes altered by TNFα in HepG2 cells. Functional interacting network among genes altered with a log_2_ ratio of ±0.5 in HepG2 cells by TNFα. All such genes were uploaded in the Ingenuity Pathway Analysis tool and the network of “lipid metabolism, small molecule biochemistry, nervous system development and function” that was identified with a significant score is depicted. Genes from our dataset and falling in this network are shown in either red (up-regulated) or green (down regulated) with the intensity of the color being an indicator of the fold change.

Figure 6 shows the “biosynthesis of steroids” pathway obtained using the Ingenuity Pathway Analysis tool that was derived as the most significant pathway being affected by our set of TNFα induced altered genes. 

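Of 22 genes of cholesterol biosynthesis, 18 were measured, and 16 of these lay above the median of all genes in TNFα treated cells, with a list mean of 0.43 relative to it (adjusted p = 7.96e-07 from camera with a preset correlation, adjusted p = 0.684 with an estimated correlation). TM7SF2, a sterol reductase, had a log2 fold change of 0.83 (standard error 0.36) and HMGCS1, the HMG-CoA synthase, 0.66 (standard error 0.38), both with groups that did not overlap. The mevalonate pathway genes MVD, MVK and PMVK had 0.61, 0.45 and 0.27. In the pairs MVD differed by 0.035, 0.044 and 1.75 and MVK by 0.032, -0.15 and 1.47, so both values rest on the replicate 3 pair. The later enzymes LSS, LBR, SC5D, NSDHL, DHCR7 and MSMO1 had 0.45, 0.41, 0.35, 0.34, 0.28 and 0.15. In the replicate 1 pair LSS (-0.55), SC5D (-0.53), DHCR7 (-1.10) and MSMO1 (-0.82) ran the other way. NSDHL did so in the replicate 2 pair (-0.052), and LBR lay higher in all 3 pairs. GGPS1, which leads to geranylgeranyl diphosphate, had -0.55, also with groups that did not overlap, and lay lower in all 3 pairs. IDI1 had -1.07, with pair differences of -2.26, -0.13 and -0.81, the largest in the pair with the TNFα replicate 1 array. ACAT2 had -0.021, which turned positive under quantile normalization and median centring and with the signals as deposited. The list mean was 0.23 in the replicate 1 pair, with the TNFα replicate 1 array, 0.40 in the replicate 2 pair and 0.70 in the replicate 3 pair. No member passed singly, 2 had an unadjusted p under 0.05 (FDPS and TM7SF2), and 0 passed when adjusted over the list alone. The list holds SQLE and EBP at their probe sets of highest signal, with 0.25 and 0.30, not at those of Table S1. Table S1 holds 4 of the genes. Without TNFα replicate 3 the mean was 0.25 and the list did not pass.

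**Figure D3:**
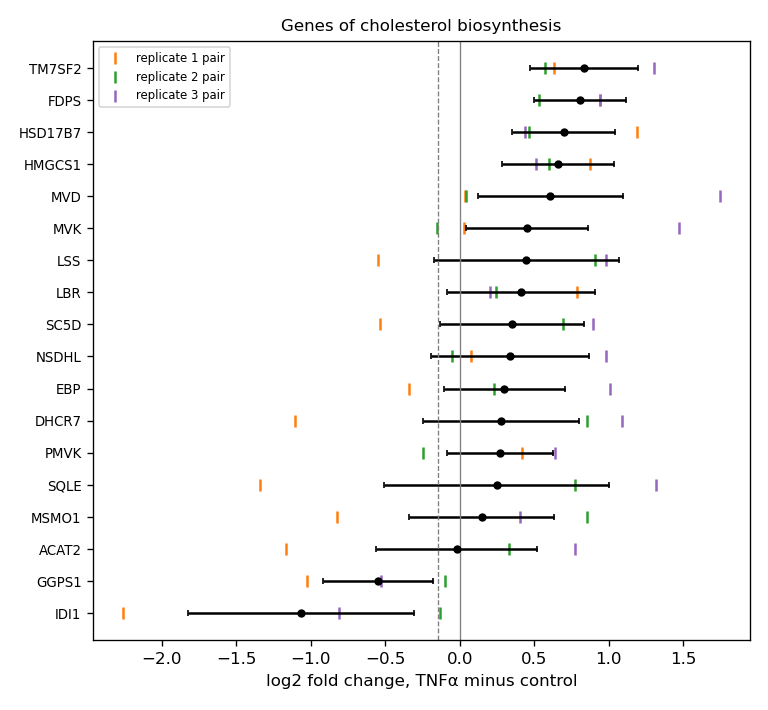
Log2 fold change (TNFα minus control) of the measured genes of cholesterol biosynthesis, as black points with the standard error, and the difference of each replicate pair as a coloured tick. The solid line marks 0 and the dashed line the median of all genes, and 16 of 18 genes lie to its right. SQLE and EBP are taken at their probe sets of highest signal, not at those of Table S1.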

Most of the affected genes clustered at significant points of the cholesterol biosynthetic pathway. These include three isoforms of farnesyl diphosphate synthase (FDPS, EC nos. 2.5.1.1; 2.5.1.10; 2.5.1.29), squalene expoxidase (SQLE, EC no. 1.14.99.7) and emopamil binding protein (EBP, sterol isomerase, EC. no. 5.3.3.5). All these were upregulated and have been marked with red diamond boxes in the figure with the intensity of the color being an indicator of the fold of up-regulation. Two of these namely SQLE and FDPS were also validated by Real-Time PCR (Figure 2). 

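FDPS, the farnesyl diphosphate synthase, had a mean log2 signal of 11.75 ± 0.078 (SD, n = 3) in control and 12.56 ± 0.21 (SD, n = 3) in TNFα treated cells, a log2 fold change of 0.80 (standard error 0.31). SQLE, the squalene epoxidase, had 1.37 (standard error 0.59) at the Table S1 probe set and pair differences of 1.48, 1.16 and 1.46. Its other probe sets had 0.25 (standard error 0.75) and -0.015 (standard error 0.66), and the latter turned positive under quantile normalization and median centring and with the signals as deposited. In the pairs the former differed by -1.34, 0.77 and 1.32 and the latter by -1.53, 0.67 and 0.81, so both were lower in the replicate 1 pair. EBP, the sterol isomerase, had 0.78 (standard error 0.33) at the Table S1 probe set and 0.30 and 0.46 at its others. The groups did not overlap for FDPS and for the Table S1 probe set of EBP. The adjusted p from limma was 1.000 for each of these genes. From the higher FDPS, SQLE and EBP in this pathway, the paper states that the enhanced cholesterol accumulation in TNFα treated cells (Figure 7A) was a consequence.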

Phenotypically, as a consequence of this, we observed enhanced cholesterol accumulation in HepG2 cells on treatment with TNFα (0.5 nM) for 12 h (Figure 7A). In an attempt to understand which of the above TNFα-altered genes of this pathway is the most significant contributor for the observed increase in the cholesterol levels in the presence of TNFα, siRNAs were used to knock down the specific genes namely SQLE, FDPS and EBP. Use of the siRNAs could knock down the levels of the respective proteins by 75% (data not shown). Figure 7B shows the effect of TNFα on the cellular cholesterol levels in the presence of the siRNAs. In cells transfected with SQLE or FDPS siRNAs, the TNFα-mediated increase in the cellular cholesterol content was significantly (p<0.01) prevented with SQLE siRNA demonstrating a higher fold of prevention. EBP siRNA however depicted a very mild preventive effect. All these indicate that of these three enzymes of the steroid biosynthetic pathway that are up-regulated by TNFα, SQLE is the most significant contributor of the elevated synthesis of cholesterol by TNFα in HepG2 cells. This pathway emerging as the top canonical pathway is therefore indicative of a correlation between cellular lipid homeostasis and the inflammatory molecule that may possibly underlie the pathogenesis of several diseases.

**Figure 6:**
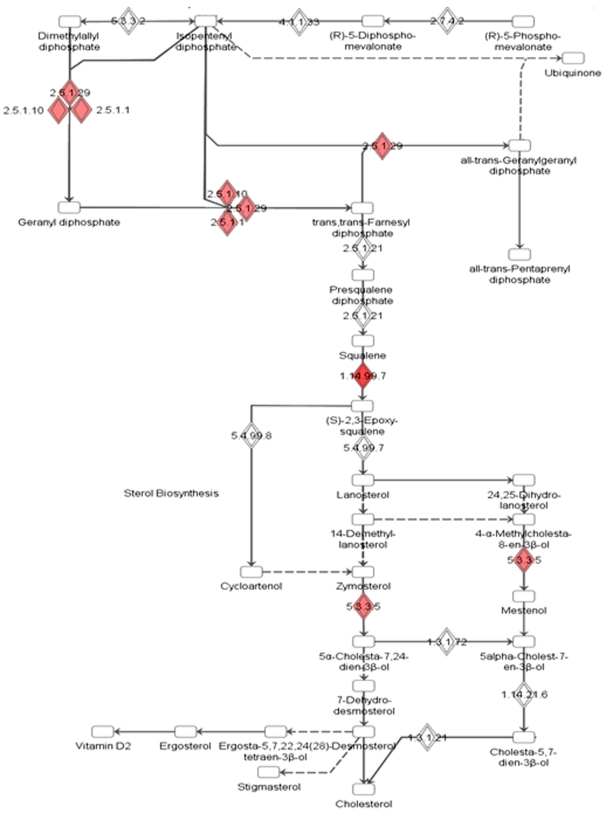
“Biosynthesis of steroids” identified as the top canonical pathway altered by TNFα in HepG2 cells. Significant positions of the pathway are occupied by genes from our dataset indicating that this pathway is invariably affected by TNFα in HepG2 cells. These positions have been marked with solid diamond boxes in the figure. All the genes clustered at this part of the complete “Biosynthesis of steroids” pathway and therefore are indicative of the role of TNFα in the regulation of this pathway within the hepatocyte. 1.14.99.7: Squalene Epoxidase; 5.3.3.5: Emopamil Binding Protein (sterol isomerase); 2.5.1.1, 2.5.1.10, 2.5.1.129: forms of Farnesyl Diphosphate Synthase.

**Figure 7:**
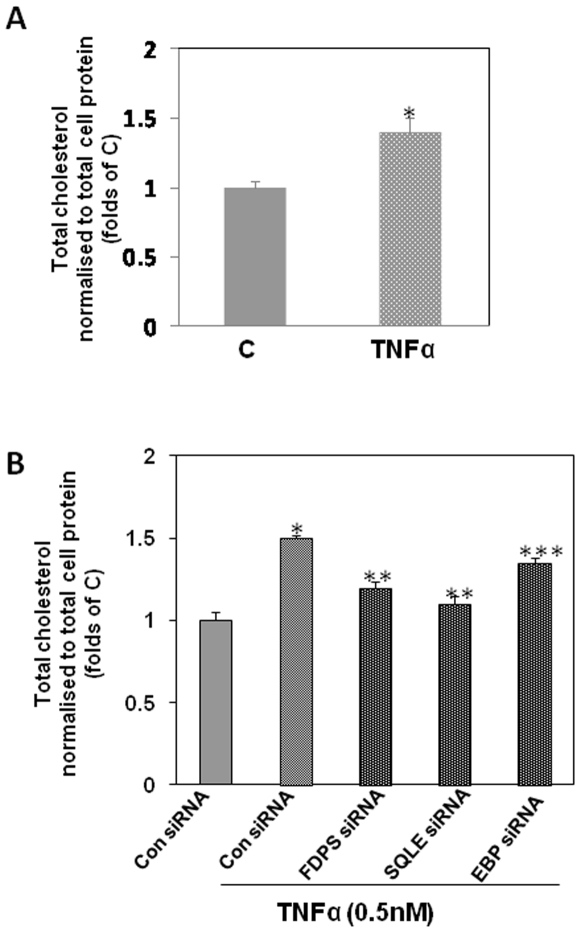
Effect of TNFα on cholesterol synthesis in HepG2 cells. A.HepG2 cells were incubated in the absence (C) or presence of TNFα (0.5 nM, 12 h) and cells were lysed and lipids were extracted by addition of 1.0 ml of chloroform: methanol (2:1). B. HepG2 cells were transfected with 50 nM of either control (Con siRNA) or SQLE or FDPS or EBP siRNAs. After 48 h, they were incubated either alone or in the presence of TNFα as in “A”. Cholesterol was estimated in the extracted lipid fraction as described in the Methods section. Results are expressed after normalization to the total protein content. Each value is the mean± SEM of three experiments. *p<0.05 as compared to control (C), determined using Student's *t* test (A). *p<0.001 as compared to ConsiRNA; **p<0.01 and ***p<0.05 as compared to the incubation of TNFα alone in the presence of ConsiRNA (B).

## Discussion

TNFα is a major proinflammatory cytokine that activates varied cellular signaling pathways resulting in diverse biological responses. Within the liver, TNFα is known to regulate contrasting processes. On the one hand, during liver regeneration for e.g.after partial hepatectomy TNFα induces hepatocyte proliferation thereby regulating normal cell function while on the other hand, in the presence of any hepatocyte injury, TNFα production can also trigger cell death rather than proliferation. TNFα therefore is a crucial deciding factor between hepatocyte life and death and therefore of global liver homeostasis. In the context of these paradoxically contrasting hepatic responses towards TNFα, we employed high density oligonucleotide arrays (Human Genome U133 plus 2.0, Affymetrix) to identify hepatic genes altered by TNFα and elucidate the common transcriptional regulatory controls among the altered genes.

Microarray analysis of HepG2 genes altered by TNFα identified 67 genes to be up- and 73 genes to be down-regulated. Very significantly and consistently altered were genes of lipid metabolism mainly squalene epoxidase, fatty acid desaturase, farnesyl diphosphate synthase and hydroxysteroid (17-β) dehydrogenase 7 thus indicating lipid metabolism to be crucially targeted by TNFα. This suitably agrees with the fact that TNFα is very significant in the pathogenesis of fatty liver diseases that accompanies a host of metabolic disorders. TNFα has been shown to induce fat accumulation in the liver resulting in hepatic steatosis [40]. In fact, Ruan et al., [41] also reported that squalene epoxidase and farnesyl diphosphate synthase were increased by 2.4 and 1.7 fold respectively in the rat liver on infusion with TNFα. The transcription factor, CEBPα is implicated in the regulation of numerous liver-specific genes and it is a critical regulator of hepatic metabolism [42]–[46] and our results are in agreement with earlier reports [47], [48] that show a significant inhibition of CEBPα by TNFα thereby implying a major alteration of cellular metabolism.

The transcription factor, ATF5 binds to the cAMP response element (CRE) on cAMP inducible promoters and regulates several hepatic specific enzymes [49] and its loss accompanies hepatic carcinomas [50]. 

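ATF5 had a mean log2 signal of 8.19 ± 0.38 (SD, n = 3) in control and 7.94 ± 0.88 (SD, n = 3) in TNFα treated cells, a log2 fold change of -0.25 (standard error 0.52), with -0.36, -0.69 and 0.31 in the pairs. Of 13 measured hepatocyte transcription factors, 8 lay below the median of all genes, with FOXA1 at -0.67 and NR1H3 at 0.60 (adjusted p = 0.847 from camera), and the list passed only without control replicate 3 (-0.29). CEBPD had 0.43.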

Not reported earlier, our demonstration of ATF5 being regulated by TNFα in HepG2 cells, therefore, is indicative of its participation in the cellular role of TNFα in hepatic physiology. Our results also demonstrated that genes involved in cell death and cell proliferation were significantly altered by TNFα. Earlier reports also demonstrated the same with the transcription factor NF-κB and c-jun playing a significant mediatory role therein [51], [52]. TNFα acts primarily through the NFκB and MAPK pathways and their activation is observed immediately as initiators of downstream signaling cascades. 

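Of 23 measured target genes of TNF and NF-κB, 16 lay above the median of all genes. The chemokine genes CXCL2 and CXCL8 had log2 fold changes of 1.28 (standard error 0.94) and 0.97 (standard error 0.70), with -0.44, 4.05 and 0.22 in the pairs for CXCL2. TNFAIP8 had -0.80, with -2.08, 0.21 and -0.54 in the pairs, and NFKB2 differed by 0.77, 0.47 and 0.36. MKNK2 differed by -0.43, -0.80 and 0.16 in the pairs. The list mean was 0.19 relative to all genes and did not pass (adjusted p = 0.131 from camera). It passed with array weights (0.38), with the signals as deposited (0.19), with the mean of the probe sets of a gene (0.25), without control replicate 1 (0.32) or TNFα replicate 1 (0.22) and without both, chosen after seeing the data (0.35), while the mean was 0.0012 without a minimum signal and 0.10 without TNFα replicate 2.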

In our study, we observed activation of two downstream molecules of these pathways namely, NFKB2 (Nuclear Factor of Kappa light Polypeptide Gene Enhancer in B-cells 2) and MKNK2 (MAPK interacting serine/threonine kinase 2). NFKB2 is a subunit of NFκB that has been shown to be increased at the mRNA and protein level by TNFα [53] and its inappropriate activation is linked to varied pathophysiological states. MKNK2 contains a MAPK binding and activating motif and it participates in the regulation of protein biosynthesis and translation, in the protein kinase cascade and in response to stress. The involvement of the MAPK pathway in TNFα-induced toxic liver injury was reported in an in vivo mouse model [54] and our study has demonstrated an up-regulation of MKNK2 by 1.8-fold in HepG2 cells by TNFα. Also, MKNK2 is known to interact with TRAF2 (TNF receptor-associated factor 2) and thereby play a significant role in TNFα receptor activity associated cellular phenomena.

Genes involved in “Cell Adhesion” were significantly down regulated implying a compromise in these phenomena by TNFα within the hepatocyte. In our study we found laminin gamma 1 (LAMC1) and TIMP 1 to be significantly down regulated (−1.4 fold and −1.5 fold respectively) by TNFα indicating a modulation of the extracellular matrix. The regulation of laminin, TIMP1 and MMP9 by TNFα has been described [55]–[59] and here our results show decreased expression of TIMP1 that together with the decreased laminin gamma 1 expression indicate towards a modulation of the extracellular matrix and thereby of cell adhesion within the hepatocyte by TNFα.

Interestingly, in the present study, a catalog of genes not earlier reported to be regulated by TNFα were found to be altered in HepG2 cells. Significant among these were those from the GO term: nucleic acid metabolism mainly DHFR, MTHFS, SIRT6 and DNMT3B; almost all of these are involved in the synthesis, degradation or function of nucleic acids. 

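MTHFS, an enzyme of folate metabolism, is paired in Table S1 with a probe set that the annotation used assigns to ST20, which had a log2 fold change of 0.83 (standard error 0.37) and groups that did not overlap. The other kept probe set of SIRT6 had 0.29, and DNMT3B differed by -0.83, -1.02 and -0.14 in the pairs. Of 13 measured genes of folate and nucleotide metabolism, 8 lay above the median of all genes, with SHMT2 at 0.41 and UMPS at -0.37, and the list did not pass (adjusted p = 0.684 from camera), except without control replicate 3 (0.27).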

Nucleic acids and their metabolites are critical in the elucidation of an immune response [60] and the alteration of these genes by TNFα as identified in our study could at least in part possibly explain the role of nucleic acids in the effects of TNFα in HepG2 cells. Also several altered genes that categorized within the GO term “Signal transduction” like RASSF7, RGL3, KISSIR and RYK are being reported here for the first time to be regulated by TNFα. RASSF7 and RGL3 are significant signaling intermediates of the RAS pathway and their alterations indicate towards modulation of this important cellular signaling cascade by TNFα in HepG2 cells. Another important molecule affected by TNFα is the gene RYK receptor like tyrosine kinase (RYK) that like RTKs are deregulated in cancers [61] and our revelation of the regulation of its gene expression by TNFα in HepG2 cells could provide information surrounding these phenomena. Our study, therefore, apart from demonstrating the effects of TNFα on genes already known to be regulated as such, has also unearthed several genes that were hitherto not known to be regulated by TNFα.

Several well characterized and other not so well characterized transcription factors were identified with binding elements in sets of co-regulated genes. Myocyte enhancer factor 2 or MEF-2 family of transcription factors that bind as homo- and heterodimers to the MEF2 sites in the promoter regions of target genes were found to be the most enriched in genes that belonged to the “Regulation of Biological Processes” GO term (Table 3) suggesting that this may be a major determiner of these processes within the hepatocyte. Sterol Regulatory Element Binding Proteins (SREBPs) are a basic-helix-loop-helix leucine zipper class of transcription factors that bind to the sterol regulatory element DNA sequence TCACNCCAC. Within the liver, this transcription factor is known to regulate several hepatic processes mainly gluconeogenesis [62], lipid and cholesterol biosynthesis [63] and thereby attains significance in diverse metabolic disturbances. TNFα has been shown to stimulate the maturation of SREBP-1 in hepatocytes [64] and our results demonstrated herein imply that SREBP-1 could be important in mediating the effects of TNFα on these genes.

Interferon regulatory factor 1 or IRF-1 is a member of the interferon regulatory transcription factor (IRF) family and activates interferon transcription as well as of genes induced by interferons [65]. IRF1 exhibits regulatory roles in diverse cellular processess [66], [67] and it has been associated with some forms of cancer mainly lung and gastric cancer. Our demonstration of IRF-1 depicting a high probability of over-representation in genes that belonged to the “Metabolism” and “Signal Transduction” GO termsindicates that this factor might modulate genes involved with these GO terms and thereby underlie the crosstalk between inflammation and cell cycle phenomena on the one end and general cellular metabolism on the other.

Other than these, the less well characterized but emerging to be possessing significant binding elements in our dataset include FOXD3, FOXJ2 and HFH-3. These belong to the forkhead box proteins (FOX proteins) that were initially known as regulators of embryonic development and have now been recognized to play important roles in regulating the expression of genes involved in cell growth, proliferation and differentiation. FOXD3 has recently been shown to be involved in the maintenance of neural crest and pluripotent cells [68], [69]. The expression of FOXJ2 starts early in life and continues till adulthood. It binds to two different DNA binding sites [70] and our depiction of its enhanced binding to its element in the presence of TNFα suggests that it might be critical in the TNFα action in HepG2 cells. The hepatocyte nuclear factor-3 (HNF-3) *fork head* homolog (HFH) proteins share homology to the winged helix DNA binding domain and have been implicated in cell development and organogenesis [71]. Study of the role of these factors in the context of various cellular processes, alterations of which, underlie the pathogenesis of several diseases is an area worthy of investigation.

One of the most significant networks that emerged from the TNFα induced altered genes was that of lipid metabolism and this subsequently correlated well with the top canonical pathway, the biosynthesis of steroids. TNFα increases hepatic cholesterol synthesis [72] and interferes with lipid homeostasis [73]. Modulation of SQLE and FDPS has been shown to alter intracellular hepatic cholesterol synthesis [74]–[76] implying their significance in this pathway. Also, SREBP-1 has been demonstrated to regulate the expression of these genes in HepG2 cells and the liver [77], [78] that also additionally validates our transcription factor predictions and analyses. In our study, TNFα significantly elevated intracellular cholesterol levels in HepG2 cells which validates our claim of this pathway being the most favored and in these series of events, SQLE is the most significant mediator of the effects of TNFα on cholesterol synthesis. TNFα induces hepatic steatosis in mice [40] with increased hepatic lipid synthesis [72], [79] **.** Such an effect of TNFα on hepatic lipid homeostasis was also reported recently by Qin *et al.* [80] where they demonstrated that in vivo infusion of TNFα significantly increased hepatic production of total circulatory apolipoprotein B100 and VLDL apolipoprotein B100 in fasting and post prandial states in a hamster model.

To conclude, our results demonstrate that TNFα induced alteration in the hepatocyte transcriptome majorly includes genes of lipid metabolism that acutely targets biosynthesis of steroids and cholesterol. While several characterized transcription factors were consistently found to be having binding elements in these sets of genes, others mainly those of the fork head family that are not too well characterized also appeared to be substantially over represented. Our results presented here put forth an overall detailed analysis of the action of TNFα in HepG2 cells by encompassing the altered gene expression profile, the different GO functional terms these altered genes categorise in and the consequent predicted signatures of conserved transcription factor binding sites in these sets of genes. Given that TNFα is now invariably being associated with several diseases, our results provide information towards identification of the underlying genes and transcription factors that determine among other significant liver phenotypes, hepatic steatosis and fatty liver that are critically associated with several pathological states.

## Supporting Information

Figure S1 Dose and time dependent effect of TNFα on insulin stimulated Akt phosphorylation in HepG2 cells.
(0.11 MB TIF) Click here for additional data file.

Figure S2 Hierarchical cluster of the differentially expressed genes.
(0.31 MB TIF) Click here for additional data file.

Table S1 Genes altered by TNFα treatment in HepG2 cells.
(0.19 MB DOC) Click here for additional data file.

Table S2 Gene Ontology (Biological Processes) terms overrepresented (p<0.01) in the set of genes altered by TNFα.
(0.23 MB DOC) Click here for additional data file.

# Supplementary material for: Gene Expression Profiling and Network Analysis Reveals Lipid and Steroid Metabolism to Be the Most Favored by TNFα in HepG2 Cells
**Source:** PLoS One. 2010 Feb 4;5(2):e9063. doi: 10.1371/journal.pone.0009063
**Supplement:** Table S1 — Genes altered by TNFα treatment in HepG2 cells. (0.19 MB DOC)

**Table S1**. Genes altered by TNFα treatment in HepG2 cells.

# Supplementary material for: Gene Expression Profiling and Network Analysis Reveals Lipid and Steroid Metabolism to Be the Most Favored by TNFα in HepG2 Cells
**Source:** PLoS One. 2010 Feb 4;5(2):e9063. doi: 10.1371/journal.pone.0009063
**Supplement:** Table S2 — Gene Ontology (Biological Processes) terms overrepresented (p<0.01) in the set of genes altered by TNFα. (0.23 MB DOC)

**Table S2: Gene Ontology (Biological Processes) terms Overrepresented (p<0.01) in the set of genes altered by TNF.**

How the deposited data were processed for this re-analysis (not part of the article)

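The series held RNA of control and TNFα treated HepG2 cells on 6 arrays, 3 per group. The authors hybridized biotinylated cRNA to Human Genome U133 Plus 2.0 arrays, and they derived 1 signal intensity per probe set and array with the MAS5.0 algorithm in GCOS before the values were deposited on a linear scale. The submitters' processing notes name MAS5 and GCOS, and the version of GCOS is not given in the sources used here. The methods give a target signal of 500, and the arrays of replicates 1 and 2 lay close to it in their trimmed mean, taken without 2% of the values at each end, while both replicate 3 arrays were on another scale. Groups and replicate numbers were taken from the sample labels, with dose and time from the paper. The paper speaks of replicate experiments and does not say whether the cultures were separate, and the p-values measure only the spread between these samples, which may be technical. The number of arrays limits the precision.

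Of 54675 probe sets, 62 controls were left out. Each array was multiplied so that the mean signal of the kept probe sets was equal, and log2 was taken with no floor. Probe sets were kept at a mean deposited signal of at least 200, in place of the present calls, which were not used here, and this left 17834 (32.7%). This mean was taken before scaling, so the replicate 3 arrays, on a lower scale, counted less in it than the others. Gene symbols came from the platform annotation, where 41091 measured probe sets had 1 symbol, 1801 several and 11721 none. With the controls counted, 41043 probe sets with 1 symbol were matched to a current gene table and 54 were not. No gene was named from a probe set with several symbols, except where Table S1 pairs the probe set with a name, and genes of Table S1 whose probe set the annotation does not list are counted but not named.

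Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend), with Benjamini-Hochberg adjustment and a threshold of 0.05. The methods' t-test was run on the same values at an unadjusted p under 0.05 and an absolute log2 ratio over 0.5. Of 28 gene lists, 25 with at least 5 measured genes were tested with camera, with a preset correlation of 0.01 and with an estimated correlation, and with fry, on 1 probe set per gene. This was the probe set with the highest mean log2 signal, and probe sets ending in _x_at were used only where a gene had no other. With a preset correlation 8 lists passed, and none passed with an estimated correlation or with fry. Over-representation was tested with Fisher's exact test. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

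The arrays of a number were tested for pairing by the correlation of their deviations from the group means across probe sets, which was 0.286, 0.520 and 0.702 for replicates 1, 2 and 3. Arrays of unlike numbers had 0.281 for control replicate 1 with TNFα replicate 2 and 0.222 for control replicate 2 with TNFα replicate 1, close to the replicate 1 pair, and between -0.570 and -0.344 where 1 of them was a replicate 3 array. Since each pair lay over 0.1 the numbers were taken to pair the samples, though the values mainly set replicate 3 apart, and a fit with the replicate number as a block is given where it changed a count. The fit was tested on simulated data with 200 changed among 17834 probe sets. With the spread of all 6 arrays it recovered 0 at a log2 change of 1, 5 at 2 and 120 at 3, with 2 false calls at the last. With the spread of replicates 1 and 2 it recovered 0 at a change of 1 and 72 at 2, with 4 false calls at the latter.

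The lists, the comparisons, the alternatives and the rule for named genes were set before the data were examined, with the paper's tables already read. The text names the 10 genes with the smallest p in each direction, since none passed, every gene that the paper names and the annotation lists, at its Table S1 probe set and the other kept probe sets of the gene, some as a range, up to 4 members with the smallest p of each list discussed, and all measured members of cholesterol biosynthesis. The alternatives were other scalings, other minimum signals, a floor of 50, other settings of limma, array weights, the replicate number as a block, other choices of probe sets and leaving out each array in turn. Leaving out both arrays of replicate 1 or 3, and the block on quantile normalized signals, were chosen after seeing the data. The real time PCR, gel shift, cholesterol and siRNA experiments were not analysed here.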

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

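The choice to report lists without a gene in Table S1 was made after the list results were seen. Of 7 measured negative acute phase proteins, plasma proteins that hepatocytes make less of in inflammation, 6 lay above the median of all genes in TNFα treated cells, and the paper does not discuss them. The list mean was 0.46 relative to all genes (adjusted p = 0.00358 from camera, adjusted p = 0.684 with an estimated correlation). ALB had a log2 fold change of 0.50 and APOA1 0.68, with SERPINA6 at 0.43 and AHSG at 0.41. The mean was 0.90 in the pair that holds the TNFα replicate 1 array and 0.26 and 0.23 in the replicate 2 and 3 pairs. The list did not pass without TNFα replicate 1 (0.13), TNFα replicate 2 (0.42) or control replicate 3 (0.22), nor after quantile normalization (0.24), also with the block (0.24), on the statistics of the methods' t-test (adjusted p = 0.0868 from camera), with no minimum signal (0.23), without the probe sets ending in _x_at or _s_at (0.37) or without both replicate 1 arrays (0.25), where the block on quantile normalized signals and leaving out both arrays were chosen after seeing the data.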

How the results depend on the processing

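Leaving out both arrays of replicate 1 or of replicate 3, and the replicate block on quantile normalized signals, were chosen after seeing the data. Of 3419 values under alternatives, 3278 were counted as unchanged, which meant a count within 1.5 times, a gene list on the same side of the threshold or a log2 fold change of a probe set within 1 SD between replicates, and 74 moved by more, 38 lost and 23 gained a call and 6 reversed. Settings that alter only the test, such as the block, leave each log2 fold change as it is. The number unchanged is therefore partly fixed by construction and does not measure robustness. No probe set passed the adjusted threshold of limma, or of the methods' t-test, under any alternative run, and the count at an unadjusted p under 0.05 in limma ranged from 1 to 1186. By the methods' t-test, the methods' thresholds took 161 probe sets, against 4 with the signals as deposited, 318 and 83 at a minimum signal of 100 and 400, 1463 without a minimum, and 134 to 560 with 1 array left out, the highest without TNFα replicate 2 and 274 without TNFα replicate 3. By limma at these thresholds the count was 128, 791 with array weights, 675 with the replicate number as a block, and 660 with the block on quantile normalized signals. Of the Table S1 probe sets, 114 had the direction of the table and 73 at the higher minimum signal, where fewer were kept. In limma 13 passed the methods' thresholds, 0 as deposited, 24 by the methods' t-test, 64 with array weights, 6 without both replicate 1 arrays, 3 to 23 with 1 array left out (lowest without control replicate 1 or 2, highest without TNFα replicate 3), and with the block 26, or 34 on quantile normalized signals. With the same scaling, the block changed no call of camera. Of the gene lists 8 passed, 10 with array weights, 4 without a minimum signal, 4 without both replicate 3 arrays, 2 without probe sets ending in _x_at or _s_at, and 4 to 12 with 1 array left out, the lowest without TNFα replicate 2 or 3. Over-represented lists numbered 0 among the adjusted calls of limma, 2 at the methods' thresholds by the methods' t-test and 4 there by limma with the block. At these thresholds cholesterol biosynthesis was over-represented by both, the heat shock proteins only by the t-test and ER chaperones, bile acid genes and histones only with the block. The cholesterol biosynthesis mean ranged from 0.25 to 0.62 with 1 array left out and did not pass at the lowest. The ER chaperone mean was -0.11 without both replicate 1 arrays and -0.18 without the _x_at and _s_at probe sets, where it did not pass, and its median 0.069 at the first, and the mean ranged from -0.34 to -0.067 with 1 array left out. With 1 array left out, the means of further lists changed sign. Complement and coagulation ranged from -0.32 (without control replicate 3) to 0.21, hypoxia and glycolysis from -0.34 (without control replicate 3) to 0.41 (without control replicate 1), SREBP targets outside cholesterol synthesis from -0.060 (without TNFα replicate 3) to 0.46, and immediate early and MAPK target genes from -0.56 to 0.23 (without control replicate 1 or TNFα replicate 1). The last was also 0.48 with array weights and 0.53 without both replicate 1 arrays, and passed at both. Apart from the smaller number of probe sets or arrays, the cause was not tested. Signals near background limit what the lower minimum can show.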

Differences from the paper's values

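The paper reports 73 down-regulated genes at its thresholds, and the methods' t-test here gave 116 probe sets. Of the alternatives set before the data were examined, the count lay within 1.5 times the paper's after quantile normalization (87), median centring (92), at the higher minimum signal (60) and without control replicate 1 (107), 2 (75) or 3 (108) or TNFα replicate 1 (64), and under the others of this test it did not. Limma at these thresholds gave 111, outside that margin, and came within it at 109 with its robust setting, 98 after quantile normalization, 83 after median centring, 73 at the higher minimum signal, 62 without the _x_at and _s_at probe sets, and 50, 58 and 68 without control replicate 1, control replicate 3 and TNFα replicate 1. Without both replicate 1 arrays, chosen after seeing the values, the methods' t-test gave 93, and 7 of the 116 kept Table S1 probe sets passed the methods' t-test there. Limma gave 56 there and 92 without both replicate 3 arrays, also chosen after seeing the values, with 6 and 11 of the Table S1 probe sets. Without both replicate 3 arrays the methods' t-test gave 128, outside that margin.

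The paper lists 140 probe sets as altered in Table S1, and 13 passed the methods' thresholds in limma here, of 116 kept, and 24 by the methods' t-test. With 116 kept the paper's count could not be reached. Without a minimum signal, where all 140 were tested, limma passed 15 and the methods' t-test 27. The highest count of the alternatives set before was 64 with array weights. Without both replicate 3 arrays, chosen after seeing the values, the methods' t-test passed 69 of the 116 kept.

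For MKNK2 the paper's fold change is 1.8, and the value here was -1.28 on the same scale, where a negative fold stands for lower signals after TNFα. The sign was the same under all alternatives run. The direction of Table S1 was met by 114 of 116 kept probe sets, and JRKL, chosen after its values were seen, was the other exception, listed as up-regulated in the paper's table and with a log2 fold change of -0.18 (standard error 0.83) here. JRKL differed by 1.14, 0.51 and -2.20 in the pairs, so only the replicate 3 pair ran against the table. The text of the paper counts more down-regulated and fewer up-regulated genes than the signs in its Table S1, which were 68 up and 72 down.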

Other observations

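Of 20 measured immediate early and MAPK target genes, 11 lay above the median of all genes and the list did not pass (adjusted p = 0.944 from camera). Its mean was -0.13 and its median 0.077 relative to all genes, and the mean was -1.49 in the replicate 1 pair, 0.70 in the replicate 2 pair and 0.43 in the replicate 3 pair. FOSL1, a subunit of AP-1, differed by -6.38, 0.017 and -0.42 in these pairs, and the phosphatase gene DUSP5 by -4.91, 0.44 and 0.17. FOS and EGR1, chosen after their values were seen, differed by -3.47, 2.20 and 2.10 and by -3.76, 2.34 and 2.41. With array weights the list passed, higher (0.48), as it did without control replicate 1 (0.23) and without both replicate 1 arrays, a choice made after seeing the data (0.53), and it passed lower without control replicate 3 (-0.45) or TNFα replicate 2 (-0.56). Hypoxia and glycolysis genes were also lowest in the replicate 1 pair, with -0.82, 0.38 and 0.58 in the pairs, and PGK1 differed by -1.23, 0.22 and 0.0095. They passed higher without control replicate 1 (0.41) or both replicate 1 arrays (0.47) and lower without control replicate 3 (-0.34).

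None of the remaining lists passed. Of 19 apoptosis and p53 target genes 10 lay below the median, with SESN2 at -0.84 and CDKN1A at -0.34, and the groups did not overlap for either gene, while the list passed only without TNFα replicate 1 (-0.15). Drug and amino acid metabolism had 8 of 13 below it, with CYP3A5 at -0.88 and GSTA1 at 0.71. Fatty acid oxidation had 10 of 15 above it, with ACADS at 0.67 and CPT1A at -0.52, gluconeogenesis and insulin signalling 12 of 15, with PPARGC1A at -0.89, and cell cycle and DNA replication 13 of 27, with CCND1 at -0.81 and MCM4 at 0.60, the last list passing only without control replicate 3 (0.33). Of the transcription factors of Table 3, 9 were measured and 5 lay below the median. Of the genes that Table 3 lists, CASZ1 had a log2 fold change of 0.56, DDX54 0.58 and GCDH -0.50, with groups that did not overlap, and the other GCDH probe set had 0.23. TNFRSF14 had 0.44, DHRS4 0.36 on a probe set of several genes, GTF2H3 0.29 and 0.065, and TBL1X 0.58 at the Table S1 probe set and between -0.28 and 0.15 at its others. Of the leukocyte markers 3 of 14 had a kept probe set, and of the endothelial and stellate cell markers 4 of 14. The list mean and median differed in sign, relative to all genes, for drug and amino acid metabolism (0.0016 and -0.15, with camera's direction down), cell cycle and DNA replication (0.013 and -0.041), hypoxia and glycolysis (0.038 and -5.68e-06) and Fc receptors and IgE binding (0.024 and -0.13). For the hepatocyte transcription factors camera's direction was up, at a mean of -7.76e-04 and a median of -0.10.

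Across the 116 kept probe sets of Table S1, the log2 folds of the table correlated with the pair differences at r = 0.976 for replicate 1, 0.970 for replicate 2 and 0.194 for replicate 3, where genes are not independent replicates.

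The tests of the scale and of lost hepatocyte transcripts on replicate 3, of the 3' bias on TNFα replicate 1 and of leaving out arrays for the ER chaperones were chosen after the results were seen, as was the count of splits for single probe sets. The exact binomial intervals of the marker shares were added after the shares were seen, for all 4 marker lists alike.

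Some transcripts were on both replicate 3 arrays and near background on the other 4. The other scale of these arrays is not enough, since 57 kept probe sets lay over 8 times above the other 4 arrays after scaling to the same mean, and a loss of hepatocyte transcripts was argued against by a median log2 ratio of -0.58 over abundant secretory transcripts. RNA of other cells may contribute: by the same rule 1 of 9 HEK293 markers were on (share 0.111, exact interval 0.00281 to 0.482), as were shares of 0.0833 for fibroblast, 0.111 for squamous and 0.0909 for neuroblastoma markers, against 264 of 19775 genes in all. Each share lay under the bound set beforehand, so the test did not favour any of these sources, HEK293 included. So few markers leave intervals that reach above that bound, and the shares cannot tell the sources apart. By log2 ratio, 7 of 9 HEK293, 5 of 12 fibroblast, 7 of 9 squamous and 7 of 11 neuroblastoma markers lay higher on the replicate 3 arrays. The median log2 ratio was 2.94 for the HEK293, -0.22 for the fibroblast, 0.52 for the squamous and 1.43 for the neuroblastoma markers. Of the HEK293 markers, TUBB2B had 1348 on the lower replicate 3 array against at most 147 elsewhere, ZIC2 1144 against 217 and PAX8 607 against 831. Of the fibroblast markers, COL1A1 had 214 against 317 and COL3A1 10.6 against 60.8, while TWIST1, the one that was on, had 293 against 11.9. The squamous marker that was on, KRT5, had 106 against 13.1, and the neuroblastoma marker GATA3 had 685 against 69.2. Of the 9 HEK293 markers, 2 were over the minimum signal on the other arrays and 0 in another list. The design names no condition that sets replicate 3 apart.

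The TNFα replicate 1 array stood apart from all others. Its GAPDH 3'/5' ratio was 2.18 times the highest of the other 5 arrays, so shortened or 3' biased cRNA may account for part of this, and its ACTB 3'/5' ratio was 7.45 against 1.48 to 3.02 on those. The prokaryotic control cre had a scaled signal of 263226 on it, against 45221 to 75237 on the other 5 arrays. The control bioB had 11480, against 743 to 2255. What set these controls apart was not tested, so 3' bias may not be the only difference. A stretched scale is argued against by rank correlations 0.105 below the lowest among the other 3 arrays of replicates 1 and 2. A stronger TNFα response is argued against by the TNF and NF-κB target genes, which lay -0.67 from the higher of the other pairs (standard error 0.32 over 23 genes).

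Lower ER chaperones and higher cholesterol biosynthesis genes after TNFα are a hypothesis from these lists, and neither list passed with an estimated correlation (adjusted p = 0.748 and 0.684). With the preset one, the mean of the ER chaperones was -0.27 without TNFα replicate 1 (adjusted p = 0.00185 from camera) and -0.26 without both replicate 3 arrays (adjusted p = 0.0114 from camera), and that of cholesterol biosynthesis 0.62 (adjusted p = 1.16e-15 from camera) and 0.29 (adjusted p = 0.0119 from camera). Without TNFα replicate 3 alone, one of the arrays that stood apart, neither passed (-0.14 and 0.25), and the ER mean was -0.067 without control replicate 1, with an adjusted p of 0.434, in a range over the alternatives from 9.71e-05 without control replicate 3 to 0.572 without both replicate 1 arrays, while for cholesterol biosynthesis it ranged from 1.16e-15 without TNFα replicate 1 to 0.0952 without TNFα replicate 3. Of 10 splits of the arrays, 4 gave at least as many lists as the real 8, the real split included, with 14 as the highest other, in a split that keeps both replicate 3 arrays together, while the other splits that part all 3 pairs gave at most 5. For single probe sets the count of 10 splits with at least the real 0 was fixed by that 0 and decides nothing, and at the unadjusted threshold the real split gave 128, the others that part all 3 pairs 51, 58 and 159, and those that keep a pair together up to 2167, which points to a structure of the samples, and the splits are too few for a share under 0.05.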
